# Transcriptome analysis reveals the role of the root hairs as environmental sensors to maintain plant functions under water-deficiency conditions

**DOI:** 10.1093/jxb/erv498

**Published:** 2015-11-19

**Authors:** Miroslaw Kwasniewski, Agata Daszkowska-Golec, Agnieszka Janiak, Karolina Chwialkowska, Urszula Nowakowska, Gaurav Sablok, Iwona Szarejko

**Keywords:** Barley, drought, environmental sensor, gene expression, root hair, water stress.

## Abstract

An important part of the root system is the root hairs, which play a role in mineral and water uptake. Here, we present an analysis of the transcriptomic response to water deficiency of the wild-type (WT) barley cultivar ‘Karat’ and its root-hairless mutant *rhl1.a*. A comparison of the transcriptional changes induced by water stress resulted in the identification of genes whose expression was specifically affected in each genotype. At the onset of water stress, more genes were modulated by water shortage in the roots of the WT plants than in the roots of *rhl1.a*. The roots of the WT plants, but not of *rhl1.a*, specifically responded with the induction of genes that are related to the abscisic acid biosynthesis, stomatal closure, and cell wall biogenesis, thus indicating the specific activation of processes that are related to water-stress signalling and protection. On the other hand, the processes involved in the further response to abiotic stimuli, including hydrogen peroxide, heat, and high light intensity, were specifically up-regulated in the leaves of *rhl1.a*. An extended period of severe stress caused more drastic transcriptome changes in the roots and leaves of the *rhl1.a* mutant than in those of the WT. These results are in agreement with the much stronger damage to photosystem II in the *rhl1.a* mutant than in its parent cultivar after 10 d of water stress. Taking into account the putative stress sensing and signalling features of the root hair transcriptome, we discuss the role of root hairs as sensors of environmental conditions.

## Highlight

The root system is the first plant organ that senses a water deficit. Here we have shown evidence that root hairs play a role as sensors of environmental conditions during water stress.

## Introduction

The root system is the first plant organ that senses a water deficit, and it is well known that the root system architecture changes in response to drought (Sharma and Ghildyal 1977; Huck *et al.*, 1983). A water deficit often results in an increased root/shoot ratio (Sharp *et al.*, 2004) and influences the root system plasticity (Ehdaie *et al.*, 2012). Root hairs—the tubular-shaped outgrowths of root epidermis cells—are an important part of the root system. The mechanisms of their development are relatively well described in Arabidopsis (reviewed by Carol and Dolan, 2006; Kwasniewski *et al.*, 2013a), and some molecular data regarding root hair formation in monocot species are also available (Wen *et al.*, 2005; Kwasniewski and Szarejko, 2006; Hochholdinger *et al.*, 2008; Yuo *et al.*, 2009, 2011; Kwasniewski *et al.*, 2010; Janiak *et al.*, 2012; Huang *et al*., 2013a, b; Marzec *et al.*, 2015). It is generally accepted that root hairs play an important role in water and mineral uptake and may help in the anchorage of a plant in the soil. They are also the site of a plant’s interactions with soil micro-organisms. The literature data on the role of root hairs in mineral uptake is relatively well documented, especially in the case of phosphorous. On the other hand, their role in water uptake is intuitively understood, but direct experimental proof of such a function is limited. There are no experimental data available that specifically link the presence of root hairs with the general response of a plant to water deficits, as measured at molecular levels. As has been shown by mathematical models, root hairs significantly increase the root surface area, which may play a role in water and nutrient uptake, especially those with a low mobility in soil, such as phosphorous and potassium (Jungk, 2001; Leitner *et al.*, 2010). Nutrient uptake results in a rapid decrease in its concentration around the root and thus leads to soil depletion (Jungk and Claassen, 1997). At the same time, the growth of the root and the fast rate of root hair replacement, which was calculated in barley (*Hordeum vulgare* L.) as 40–50h (McElgunn and Harrison, 1969), causes the continuous movement of the root hair zone through the soil into areas where nutrients are still available (Jungk, 2001). The observation of a correlation between the length and density of root hairs and the availability of a particular nutrient in the soil provides another piece of evidence of their role in ion sensing and transport. Both root hair length and density increased during the exposure of barley plants to phosphorous starvation (Gahoonia and Nielsen, 1998) or iron deficiency (Schmidt and Schikora, 2001; Muller and Schmidt, 2004).

Before any mechanism of systemic adaptation can be activated in response to drought stress, the plant must first perceive the signal of a water deficit in the soil. It is widely accepted that the first steps of the sensing and signalling of water deficit conditions involve the mechanisms of an osmotic stress response (Urao *et al.*, 1999), reactive oxygen species (ROS)-mediated signalling (Miller *et al.*, 2010; Kar, 2011), and the activation of hormone-dependent transcriptomic cascades, along with the predominant role of abscisic acid (ABA) (Schachtman and Goodger, 2008). Interestingly, root hairs have been shown to respond to drought or osmotic stress by disrupting tip elongation and becoming swollen (Dauphin *et al.*, 2001; Volgger *et al.*, 2010). ABA-mediated drought signalling triggers a signal transduction cascade that involves phospholipids and calcium-dependent kinases. These groups of proteins are also involved in root hair development (Jones *et al.*, 2002; Oyama *et al.*, 2002; Xu *et al.*, 2005); however, no evidence of any interplay between sensing/signalling of water stress and root hair formation has been discussed to date.

In our previous studies, a completely root-hairless mutant, *rhl1.a*, and its wild-type (WT) parent cultivar ‘Karat’ were used extensively for identification of the genes that are involved in root hair development in barley (Kwasniewski and Szarejko, 2006; Kwasniewski *et al.*, 2010; Janiak *et al.*, 2012; Kwasniewski *et al.*, 2013b; Chmielewska *et al.*, 2014). Here, we used our model system of the root-hairless mutant *rhl1.a* and its WT parent cultivar ‘Karat’ to elucidate for the first time the potential role of root hairs as the environmental biosensors of water availability, thereby aiding in the maintenance of proper plant functions under water-deficiency conditions. Global transcriptome analysis, which was carried out in the roots and leaves of a root-hairless mutant and its WT parent during a time-course drought experiment, complemented by a physiological analysis of photosynthesis activity, provide original insights into the mechanisms that are involved in the root hair-dependent response to water stress in barley.

## Material and methods

### Plant material

A root-hairless mutant, *rhl1.a*, obtained in the Department of Genetics, University of Silesia, Poland, through *N*-methyl-*N*-nitroso urea treatment of the spring barley variety ‘Karat’ that produces normal root hairs, was used in this study. As was previously reported, the root-hairless phenotype of the *rhl1.a* mutant is controlled by a single recessive gene (Szarejko *et al.*, 2005) that is allelic to the root-hairless mutant *brb* (*bald root barley*; Gahoonia *et al.*, 2001). In the *rhl1.a* and *brb* mutants, the epidermal cells are homogeneous with respect to both their length and cytoplasm density, thus indicating that the root-hairless phenotype is caused by the lack of asymmetric cell expansion, which is observed in the WT plants (Marzec *et al.*, 2013). The mutant was backcrossed twice to its parent variety to clean the genetic background of other mutations. BC_2_F_6_ seedlings from the cross of *rhl1.a*×‘Karat’, which were classified according to their root hair phenotype (mutant or WT), were used for all transcriptome and physiological analyses.

### Preliminary analysis of root hair formation transcriptome: growth conditions and material sampling

Studies on the identification of differentially expressed genes (DEGs) in the roots of the *rhl1.a* mutant versus ‘Karat’ were carried out as described previously (Kwasniewski *et al.*, 2010) using 1cm long root tip fragments that contained tissues from different root zones, including the root cap, meristem, root elongation, and root hair differentiation zone; however, the major part of the sample comprised tissues from the mature root hair zone. Seeds were surface sterilized with a 20% (v/v) bleach solution and germinated in sterile aeroponic conditions on a wet cotton wool plug, trapped between two glass tubes, which were linked with Parafilm M (Pechiney Plastic Packaging). Six-day-old seedlings were used for RNA isolation.

### Water-deficiency stress experiments

#### Water-stress treatment

Water stress was applied in controlled conditions during the seedling stage. First, seeds were sowed in Petri dishes, which were filled with water-soaked vermiculite and kept at 4 °C in darkness for 2 d, and were then moved to 20 °C in a greenhouse for another 2 d. In the meantime, pots (400×140×175mm in size) were filled with soil with known physicochemical properties, which was composed of sandy loam and sand (7:2 ratio) and supplemented with a nutrient medium [428.5mM NH_4_NO_3_, 299.8mM KH_2_PO_4_, 57.4mM K_2_SO_4_, 249.5mM MgSO_4_, 0.8mM H_3_BO_3_, 0.125mM CuSO_4_, 0.06mM MnSO_4_, 1.7mM Fe(C_6_H_5_O_7_)] and an additional nitrate solution (428.5mM NH_4_NO_3_). Based on our previous experiments on the optimization of soil moisture, the control conditions (optimal water availability) were established when the soil moisture was maintained at a level of 12% of volumetric water content (VWC) in the soil, whereas the water deficit stress was achieved at 1.5% VWC. The soil moisture was measured manually using a time-domain reflectometer (TDR) EasyTest (Institute of Agrophysics, Polish Academy of Sciences, Poland.) The dielectric constant that was determined by the TDR provides an accurate measurement of soil water content and is essentially independent of soil texture, temperature, and salinity. The pre-prepared pots were moved to the greenhouse for 2 d. The pots were covered with foil to limit evaporation. Following this, germinated seeds were inserted evenly into pots (15 per pot) and grown in the greenhouse at 20/18 °C day/night, with a 16/8h photoperiod and 200 µE m^−2^ s^−1^ light intensity, which was provided by fluorescent lamps. During the control growth, the soil water content was maintained at 12% VWC by supplying water on daily basis. The water-stress treatment was performed as follows. Starting from 11 d after sowing (DAS) (reference point no. 1; Fig. 1) the moisture was gradually decreased by withholding irrigation and was controlled using TDR in order to achieve 3% VWC at 15 DAS (reference point no. 2). At this point, the second leaf had emerged, and the plants were transferred to a growth chamber with controlled conditions, where the temperature regime was set at 25/20 °C day/night, with a 16/8h photoperiod and 200 µEm^−2^s^−1^ light intensity. The soil moisture was maintained at 1.5% VWC. Water-stress treatment was applied for 10 d until 25 DAS (reference point no. 3). The experiment was set up with three replicates (pots) with each containing 15 plants for each genotype. At each of the above-indicated reference points, material from three independent plants (three biological replicates for leaves and roots) were collected for RNA extraction. Physiological analyses such as the leaf relative water content (RWC) and chlorophyll fluorescence were also performed. In summary, the water-stress experiment included three phases: (i) control growth (12% VWC), which lasted until 11 DAS; (ii) adaptation to the water deficit (3% VWC), which lasted 4 d; and (iii) water-deficiency stress (1.5% VWC), which lasted 10 d (15–25 DAS).

**Fig. 1.**
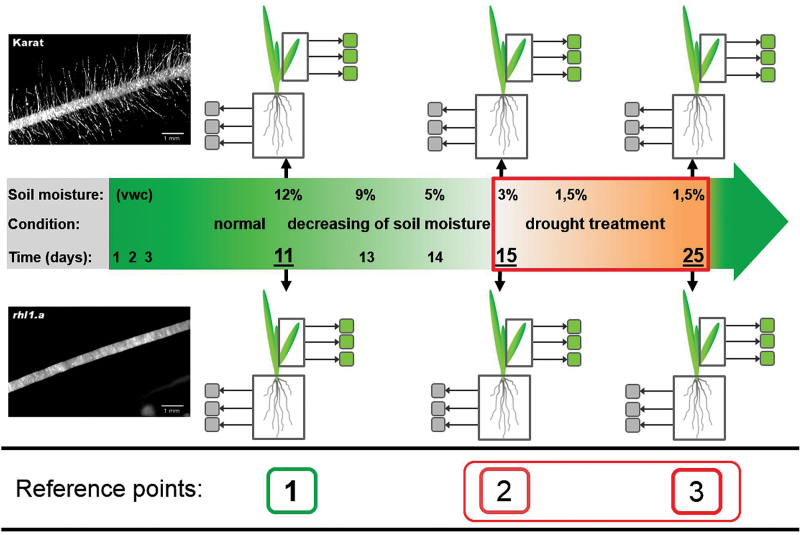
Water-stress experiment carried out on the WT cultivar ‘Karat’ and its root-hairless mutant *rhl1.a* (inset photos). The reference points that are discussed in the text are indicated as: (1) 11 DAS, with normal conditions and soil moisture of 12%; (2) 15 DAS, with soil moisture decreased gradually to 3%, resulting in the onset of drought stress; and (3) 25 DAS, with soil moisture of 1.5%, after 10 d of severe drought.

#### RWC analysis

RWC was calculated based on the formula RWC (%)=(FW – DW)/(TW – DW)×100, where: FW is the fresh weight of the detached second leaf, TW is the turgid weight of the second leaf, which was incubated in distilled water for 24h in darkness after detachment, and DW is the dry weight of the second leaf after it was dried in a dryer at 60 °C for 48h. Three plants from each of the three pots (as described above) were used for RWC analysis, which resulted in three biological replicates for each genotype and reference point (one biological replicate was represented by three plants from one pot).

#### Chlorophyll *a* fluorescence analysis

Chlorophyll *a* fluorescence was measured using a PocketPea fluorimeter (Hansatech, UK). Measurements of the second leaf of the three plants from each of the three pots as described above were taken. Before the measurements, the leaves were dark adapted for 30min and immediately afterwards were exposed to a pulse of saturating light at an intensity of 3500 µmol m^–2^ s^–1^ with a wavelength of 627nm. In the present studies, analysis of chlorophyll *a* fluorescence was focused on the curve of the electron transport between the O–J–I–P phases in which the O–J steps refer to the light reactions ([φPo/(1 – φPo)]) and the J–I–P steps refer to the biochemical reactions of photosystem II (PSII) [ψo/(1 – ψo)]. The efficiency of the light and biochemical reactions was calculated. The primary photochemistry of PSII was further evaluated using the following parameters: absorption flux (ABS), trapping flux (TR), electron-transport flux (ET), and dissipation flux (DI). The density of the active PSII reaction centres (RCs) per cross-section (CS), i.e. ABS/CS, TR_0_/CS, ET_0_/CS, DI_0_/CS, and RC/CS, were calculated using the phenomenological energy fluxes per excited CS (Strasser and Strasser, 1995; Strasser *et al.*, 2000). All of these parameters were tabulated during the water-deficiency experiment at the three reference points indicated above. The estimation of these parameters has been widely demonstrated to be associated with drought stress and plant vitality (Kalaji and Loboda, 2007; Chaves *et al.*, 2009; Kalaji *et al.*, 2011). Such measurements should allow the modular nature of PSII and any fluctuations in the efficiency of the light and dark reactions during drought stress to be understood.

#### RNA isolation

The dissected plant tissues were homogenized in a sterile, ice-cold mortar containing 500 µl of RLT buffer (RNeasy Plant Mini kit; Qiagen, Hilden, Germany). After homogenization, total RNA was extracted using an RNeasy Plant Mini kit according to the manufacturer’s instructions. RNA was concentrated from the column in 35 µl of sterile, RNase-free water by double elution. For the microarray analyses, RNA was additionally purified using precipitation in 1M lithium chloride, and each RNA precipitate was then dissolved in 15 µl of nuclease-free H_2_O. The yield and purity of the RNA was determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, USA). The integrity of the RNA was checked using an Agilent 2100 Bioanalyzer using an RNA 6000 Nano chip (Agilent Technologies, Santa Clara, USA).

#### Preparation of microarrays

The synthesis, labelling, and hybridization of cDNA and cRNA were carried out at the Genomics Core Facility, European Molecular Biology Laboratory (EMBL), Heidelberg, Germany. Total RNA was amplified using T7-based linear amplification and was Cy3 labelled in order to produce the target cRNA for use on the Agilent Barley Gene Expression Arrays. For each sample, 100ng of total RNA was used in the labelling reaction together with the spike-in (Agilent One Color Spike-in kit), which was diluted to obtain a final dilution of 1:10 000. All of the reagents for the labelling reaction were obtained from the Agilent Low Input Quick Amp kit. The labelled cRNA was purified using an RNeasy Mini kit (Qiagen) and quantified using a NanoDrop to obtain the yield values and specific activity values, which are related to the linear amplification and dye association, respectively. Samples with yields and specific activity greater than the recommended values for the 4×44K arrays were used for hybridization. A volume of 55 µl of 2× GE Hybridization mix (Agilent GE Hybridization kit) was added to the fragmented cRNA and 110 µl was loaded onto the Agilent 4×44k Barley Array within a gasket array slide sandwich. Arrays were hybridized in a rotisserie hybridization oven at 65 °C for 17h (Agilent p/n G2545a Hybridization Oven). After 17h, the slides were removed from the oven and washed with Agilent Wash Buffers containing Triton X. After the wash, the slides were scanned on an Agilent High Resolution Scanner using the green dye channel at a resolution of a 5 µm single pass scan with no extended dynamic range. The images were then analysed using the Agilent Feature Extraction software, version 10.7.3.1.

#### Microarray data analysis

The microarray data were analysed using GeneSpring GX 12.5 software (Agilent Technologies). Hybridization data from all of the biological replicates for each genotype were subjected to per chip normalization using the percentile shift method to the 75th percentile. A baseline transformation was then performed to the median of all of the samples. Statistical testing for differential expression was performed using either Student’s *t*-test or a two-way ANOVA followed by the Benjamini–Hochberg false discovery rate (FDR) correction for multiple testing (Benjamini and Hochberg, 1995). A gene was considered to be differentially expressed when the level of its expression in the mutant differed by at least three times in comparison with the parent variety [fold change (FC)≥3; *P≤*0.05 after FDR correction]. Raw microarray data, normalized intensity values, and corresponding metadata are accessible through the Gene Expression Omnibus (GEO) repository under accession number GSE73789.

#### Annotation of the Agilent Barley Gene Expression Microarray

The Agilent Barley Gene Expression Microarray (Agilent Technologies) was used for the global analysis of leaf and root transcriptomes of the WT cv. ‘Karat’ and the *rhl1.a* mutant. First, a *de novo* annotation of the array was done. Using a BLAST-based combinatorial strategy, 18 000 array probes were mapped to cDNAs that represented the 11 340 unique high-confidence (HC) genes that have been annotated in the barley genome. Taking into account that the estimated number of HC barley genes is 24 318 (International Barley Genome Sequencing Consortium, 2012), the Agilent Barley Gene Expression Microarray represents about 47% of barley genes. The main objective of the annotation of the Agilent Barley Gene Expression Microarray via the mapping of the array to the HC genes was to use their broad annotations provided by the PLAZA database (http://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_monocots; Proost *et al.*, 2015) which include Gene Ontology (GO) annotation, protein domains, homologous gene families, and the prediction of orthologous genes. This annotation of barley genes provided by PLAZA makes it the most comprehensive source of information, and we subsequently used it for all of the bioinformatic annotation of barley genes, including barley/Arabidopsis cross-species analysis.

#### Quantitative reverse transcription (RT)-qPCR

One microgram of total RNA was used in 20 µl reactions for cDNA synthesis using a Maxima First Strand cDNA Synthesis kit for RT-qPCR (Thermo Scientific). The cDNA that was obtained was then diluted 1:5 with ddH_2_O and used as a template for the quantitative PCR. All of the primers that were used in the qPCR were designed using Quant-Prime software (http://www.quantprime.de). The 10 µl qPCR contained 2 µl of diluted cDNA, 1 µl of the primer pair mixture (5 µM), and 5 µl of 2× Master Mix (LightCycler 480 SYBR Green I Master; Roche). The following qPCR protocol was used on a LightCycler 480 Real-Time PCR Instrument (Roche) using the SYBR Green I method: initial denaturation for 10min at 95 °C, followed by 45 cycles of 10s at 95 °C, 15s at 56 °C, and 10s at 72 °C, followed by a melting-curve analysis. The reference gene that was used in this study was *RPII* (*RNA polymerase II largest subunit*; EST: HO04I23S; Kwasniewski *et al.*, 2010). Data were analysed using LinRegPCR (Ramakers *et al.*, 2003) and Excel software (Microsoft). Calculations of the fold change of expression (FC) were made using the formula FC=*E* ^Δ*C*^_t_, where *E* is the mean value of the amplification efficiency of a given gene and Δ*C*_t_ corresponds to the difference between the mean *C*_t_ values of all of the biological replicates between the two samples that are being compared.

#### GO enrichment analysis

In order to identify the functional ontologies that are associated with the DEGs and to estimate the enrichment of the functional categories across the treatments, an enrichment analysis based on GO terms was performed using the PLAZA Monocots database version 3.0 (http://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_monocots; Proost *et al.*, 2015). The GO enrichment tool at PLAZA determines the over-representation of a certain GO term in a gene set compared with the genome-wide background frequency. The significance of over-representation was determined using the hypergeometric distribution followed by the Bonferroni method for multiple testing correction (corrected *P≤*0.01). Additionally, PLAZA was used to identify the corresponding barley orthologues in *Arabidopsis thaliana* taking into account the extensive annotation features that are available for this species.

## Results and discussion

### Effect of root hair phenotype on photosynthesis under water stress

In order to gain an insight into the physiological changes in the ‘Karat’ and *rhl1.a* plants that were treated with water stress, a basic physiological assay, determining leaf RWC (%), was performed. RWC was analysed at the indicated time points, and the second leaf of a plant was always used as the object. It was clearly shown that a gradual decrease in soil moisture to 3% VWC did not influence the RWC parameter in either the WT ‘Karat’ or root-hairless *rhl1.a* mutant (Fig. 2A). The severe water stress lasting 10 d (1.5% VWC) resulted in a decrease in the RWC values to 40–50% in both of the genotypes studied.

**Fig. 2.**
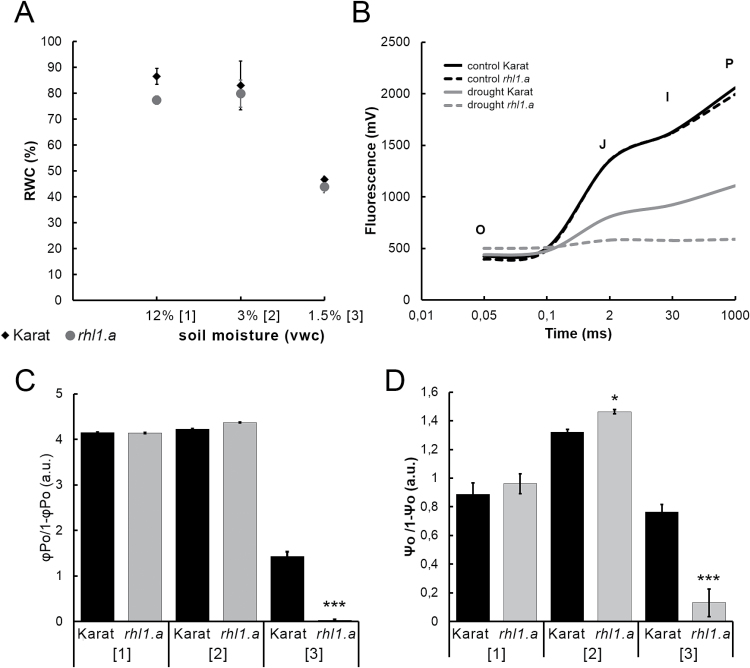
Physiological analyses of cv. ‘Karat’ and the *rhl1.a* mutant during the water-stress experiment. (A) Leaf RWC (%). According to a *t*-test, there were no significant differences between the genotypes at any time point (*P*≤0.05). (B) Transient chlorophyll *a* fluorescence induction curves under control conditions (12% VWC) and after 10 d of water stress (1.5% VWC). O, fluorescence intensity at 50 µs; J, fluorescence intensity at 2ms; I, fluorescence intensity at 30ms; P, maximum fluorescence. (C, D) Light reactions (φPo/1 – φPo) (C) and biochemical reactions (Ψo/1 – Ψo) (D) in PSII during the water-stress assay. The statistical differences between the WT ‘Karat’ and *rhl1.a* mutant are indicated for each time point (*P≤0.05, **P≤0.01, ***P≤0.001). a.u., arbitrary units. Numbers in square brackets represent the three time points of the experiment as shown in Fig. 1.

In addition to the RWC, a more detailed analysis of the photosynthetic apparatus condition was performed using the O–J–I–P test (Govindjee, 2004). Although both of the genotypes that were studied, the *rhl1.a* mutant and its WT parent, displayed changes in the performance of the photosynthetic apparatus under water stress, the reaction of the *rhl1.a* mutant was much stronger. The chlorophyll *a* fluorescence induction curves were determined under control conditions and after water stress for both genotypes (Fig. 2B). The shape of the O–J–I–P fluorescence rise curve is related to a change in the photosynthetic electron transport. Under normal conditions (12% VWC, reference point 1), there were no differences between the *rhl1.a* mutant and its WT parent with regard to chlorophyll *a* fluorescence. After 10 d of severe water stress (1.5%, VWC, reference point 3), a flattening of the curve was observed for both genotypes. This indicated that the rate of the reduction of quinone-type acceptors during the early photochemistry reactions was significantly affected by water stress. A much slower fluorescence rise and significantly lower ‘P’ value (maximal value of fluorescence) were observed for the ‘Karat’ plants after water-stress treatment compared with the control conditions. On the other hand, the curve of the electron transient between the O, J, I, and P phases in the case of the *rhl1.a* mutant after water-stress treatment was totally flat without any O, J, I, and P peaks (Fig. 2B). These observations indicated a possible reduction or even inhibition of light and biochemical reactions in the *rhl1.a* mutant. The analysis of the efficiency of light reactions [φPo/(1 – φPo); Fig. 2C] and biochemical reactions [ψo/(1 – ψo); Fig. 2D] in PSII showed that both parameters were markedly affected in both genotypes; however, much more pronounced and dramatic changes were noted in *rhl1.a.* The exposure to water stress decreased the efficiency of light reactions and biochemical reactions that are performed in PSII to almost zero in the mutant Fig. 2C, D.

In order to evaluate further the effect of water stress on the primary photochemistry of PSII, we examined ABS, TR, ET, DI, and the density of active PSII RCs per excited CS, i.e. ABS/CS, TR_0_/CS, ET_0_/CS, DI_0_/CS, and RC/CS (Table 1). The absorption of photons by the chlorophyll molecules in the antenna complex (ABS/CS) and trapped energy (TR_0_/CS) fluxes decreased significantly to 41 and 31% of the control in the ‘Karat’ plants and to 7 and 2% of the control in the *rhl1.a* mutant after 10 d of severe water stress, respectively. Both genotypes were also strongly affected by water stress with regard to the inhibition of electron transport in a PSII CS (ET_0_/CS). However, the values for the *rhl1.a* mutant were once again close to zero (0.39% of control), whereas in the case of the WT ‘Karat’, the reduction was at the level of 30% of the control. This parameter was in strong correlation with the number of active RCs (RC/CS). A decrease to 30 and 1.4% of the control in the ‘Karat’ and *rhl1.a* mutant, respectively, was observed in the number of active RCs.

**Table 1.** Energy fluxes per excited CS in the WT cv. ‘Karat’ and rhl1.a mutant during the drought assay

**VWC (%**)	**Genotype**	**ABS/CS (%**)	***P***	**DI**_**0**_ **/CS (%**)	***P***	**TR**_**0**_ **/CS (%**)	***P***	**ET**_**0**_ **/CS (%**)	***P***	**RC/CS (%**)	***P***
12	‘Karat’	100		100		100		100		100	
	*rhl1.a*	100	NS	100	NS	100	NS	100	NS	100	NS
3	‘Karat’	91		90		91		110		113	
	*rhl1.a*	104	**	99	**	105	**	132	***	128	*
1.5	‘Karat’	41		80		31		30		30	
	*rhl1.a*	7	***	26	**	2	***	0.39	***	1.4	***

ABS/CS, absorption flux per CS; TR_0_/CS, trapped energy flux per CS; ET_0_/CS, electron-transport flux per CS; DI_0_/CS, dissipated energy flux per CS; RC/CS, reaction centres per CS. Values in the table are presented as a relative values (% of the control). Statistical significance was evaluated with Student’s *t*-test between ‘Karat’ and the *rhl1.a* mutant at each time point (*P≤0.05, **P≤0.01, ***P≤0.001, *n*=3). NS, not significant.

### Transcriptomic response of the root-hairless mutant and its parent cultivar under water-stress conditions

As presented above, the root hair phenotype influenced photosynthesis under water stress, and this indicates that the root hairs help to maintain plant function under water-deficiency conditions. In order to investigate the molecular mechanisms that are potentially involved in the root hair phenotype-related response to harmful environmental conditions, a series of transcriptomic analyses were carried out by the comparative analysis of the *rhl1.a* mutant and its parent ‘Karat’.

#### General characteristics of the root hair formation transcriptome

As the first step towards a characterization of the transcriptomic differences in the WT and root-hairless plants response to water stress, the transcriptomic differences in the root hair formation zone of plants that had been grown in control, sterile, aeroponic conditions were analysed using the identical experimental set-up that we had used previously with the Affymetrix GeneChip Barley1 Genome Array (Kwasniewski *et al.*, 2010). 

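‘Karat’ is a barley cultivar with normal root hairs, and *rhl1.a* is the root-hairless mutant that was obtained from it by chemical mutagenesis and crossed back to it. RNA from the root tips of 6-day-old seedlings, with 3 seedlings in each sample, was labelled with 1 dye and hybridized to 8 Agilent Barley Gene Expression Microarrays, 4 for each genotype. The authors deposited the scanner output of each array, written by Feature Extraction 10.7.3.1, which gives for each spot an intensity after background subtraction, and a table of log2 values that they had shifted to the 75th percentile of each array and then set to the median of all samples. Each array has 45220 spots, of which 43803 are not controls and measure 43603 different probes. The 75th percentile of the intensity lay between 1470.9 and 1939.2 on the ‘Karat’ arrays (median 1761.8) and between 2199.4 and 2627.7 on the *rhl1.a* arrays (median 2237.4), so that the arrays of the genotypes did not overlap in brightness before scaling. Between 56.3 and 57.6% of the probes were well above background on an array, and no spot was saturated.
For the values given beside the results, the log2 intensity of each probe was reduced by the 75th percentile of its array, and the genotypes were compared over the 43603 probes with limma and Benjamini–Hochberg adjustment. A probe is called differentially expressed at an adjusted *p* of at most 0.05 and a fold change of at least 3. Counts at an unadjusted *p* use the same fold change. All levels are log2 values relative to the 75th percentile. A probe that was not well above background on any array of a group has only a bound there, and its change against another group is given as a fold of at least a stated size. Its adjusted *p*, and an interaction that includes such a group, rest on the background signal there, and the size of such an interaction is not measured. This fold sets the mean of the brighter group against the mean over the arrays of the dimmer group of the lowest signal well above background on each array, or of the probe’s own signal where that was higher. The probes were tied to the MLOC genes of the paper through the normalized values that Supplementary Table S1 prints for each array, which placed 99 probes on its 86 genes. All 4 arrays of a genotype lay on 1 slide, so that slide and genotype cannot be told apart in the root tip data.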

The differential analysis of transcriptomes from 1cm long root tip fragments of the WT ‘Karat’ and its root-hairless mutant *rhl1.a* resulted in the identification of 66 down-regulated and 20 up-regulated HC genes in the roots of *rhl1.a* in comparison with the WT parent (FC≥3; *P*≤0.05 after FDR correction; Fig. 3; Supplementary Table S1 at *JXB* online). 

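Over the whole array, 208 of the 43603 probes were called between the root tips of *rhl1.a* and ‘Karat’, 144 of them lower and 64 higher in the mutant. These included probes of all 86 genes of Supplementary Table S1, 66 lower and 20 higher. Among the rises, A_13_P521689, which the files describe as unknown, changed by 7.47 log2 (SE 0.14, adjusted *p* = 2.6e-07 from limma). A_13_P262372 (MLOC_65277) was not well above background on any ‘Karat’ array and was at least 39.9-fold higher in *rhl1.a* (adjusted *p* = 4.4e-08 from limma). It was not called under the normexp background correction (adjusted *p* from 4.4e-33 to 0.41 over the alternatives). Among the falls, A_13_P071986 was not well above background on any *rhl1.a* array and was at least 2150-fold lower there (adjusted *p* = 5.1e-09 from limma).
The normexp background correction moved the number of calls most. It also adds an offset of 50 to each intensity, where the median signal was 62.7 to 104.5 on the root tip arrays. The offset by itself shrinks the folds of dim probes. The loss of a dim probe with normexp may therefore come from the offset and not from the background correction. With normexp correction of the mean spot signal for its local background, 55 probes were called, all of them among the 208, and 50 of the 55 were lower in *rhl1.a*. Scaling the arrays on 6 spike-in probes instead of the 75th percentile moved the median of all probes from −0.08 to 0.62 log2 and gave 331 calls, 75.8% of them higher in *rhl1.a* against 30.8% with the 75th percentile. Relative to the spike-in probes, the 75th percentile ran from −2.72 to −1.29 log2 on the ‘Karat’ arrays and from −2.33 to −0.7 log2 on the *rhl1.a* arrays. Spike-in scaling carries this spread within a genotype into every probe, so that a call lost with it may rest on that spread. With each array left out in turn, between 165 and 276 probes were called.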

Functional annotation of the differentially regulated genes, which was carried out using the PLAZA tools and the iRootHair database as references (http://www.iroothair.org; Kwasniewski *et al.*, 2013a), permitted the identification of the putative orthologues of four genes that are involved in root hair morphogenesis in *A. thaliana*. 

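The probe tied to *RHD4* (MLOC_54383) had a level of −0.92 ± 0.24 (SD, n = 4) in the root tips of ‘Karat’ and −5.56 ± 0.38 (SD, n = 4) in *rhl1.a*, a change of −4.64 log2 (SE 0.21, adjusted *p* = 3.8e-05 from limma). *COW1* (MLOC_34706) fell from 0.24 ± 0.32 to −4.21 ± 0.35, a change of −4.44 log2 (SE 0.22, adjusted *p* = 7.1e-05 from limma). *XTH26* (MLOC_21703) had a level of 5.41 ± 0.23 in ‘Karat’ and was not well above background on any of the 4 *rhl1.a* arrays. It was at least 3570-fold lower in *rhl1.a* (adjusted *p* = 5.1e-09 from limma). *SHV3* (MLOC_4597) had the smallest change of these genes, from −3.12 ± 0.22 to −5.6 ± 0.59 (−2.49 log2, SE 0.29, adjusted *p* = 0.0075 from limma), and was well above background on 3 of the 4 *rhl1.a* arrays. *SHV3* was not called with the normexp background correction or with spike-in scaling (adjusted *p* from 0.0016 to 0.41 over the alternatives). The other genes were called under every alternative and with each array left out. In each of these genes the 4 ‘Karat’ arrays lay above the 4 *rhl1.a* arrays.

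**Figure D1:**
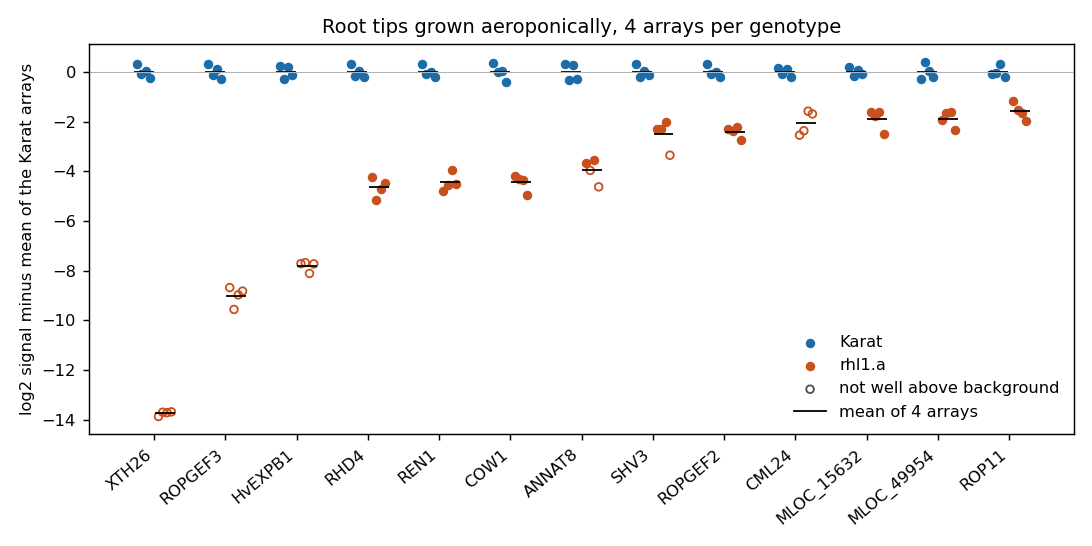
Log2 intensity of 13 genes on each root tip array relative to the mean of the ‘Karat’ arrays, with a point for each array and a line at the mean of the 4 arrays of a genotype. Open circles are values not well above background, as those of *XTH26* on all 4 *rhl1.a* arrays.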

The genes encoded RHD4 (ROOT HAIR DEFECTIVE4), a phosphatidylinositol-4-phosphate phosphatase that is required for root hair tip growth; COW1 (CAN OF WORMS1), a phosphatidylinositol transfer protein that is also essential for root hair tip growth; SHV3 (SHAVEN 3), a glycerophosphoryl diester phosphodiesterase-like protein that is involved in cell wall cellulose accumulation and pectin linking; and XTH26, which is a xyloglucan endotransglucosylase/hydrolase 26 that is involved in cell wall metabolism. Additionally, the *HvEXPB1* gene-encoding expansin B protein, which is responsible for cell wall loosening during the initiation of root hair growth (Kwasniewski and Szarejko, 2006), was found in the current analysis (see Supplementary Table S1). 

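The probe tied to *HvEXPB1* (MLOC_60217), which the files describe as beta-expansin 1, had a level of 0.59 ± 0.26 (SD, n = 4) in ‘Karat’. On the *rhl1.a* arrays the probe was not well above background, and it was at least 127-fold lower there (adjusted *p* = 3.4e-07 from limma). A second probe with the same description, A_13_P035966, which was chosen after its values were seen, fell from 1.95 ± 0.24 to 0.6 ± 0.35, a change of −1.35 log2 (SE 0.2, adjusted *p* = 0.022 from limma), under the 3-fold threshold (adjusted *p* from 0.0065 to 0.53 over the alternatives), and it was called with a threshold of 2-fold. That probe was well above background on all 8 arrays.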

Interestingly, *HvEXPB* was not detectable on the Affymetrix GeneChip Barley1 Genome Array as its ESTs were identified after the design of the Affymetrix GeneChip.

**Fig. 3.**
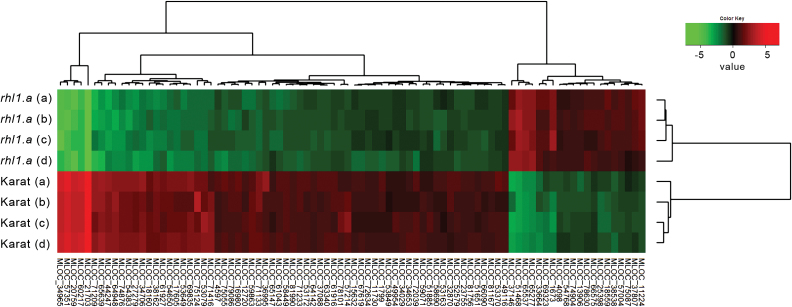
Hierarchical clustering of 86 genes that were differentially expressed in the root tip of the WT cv. ‘Karat’ versus its root-hairless mutant *rhl1.a.* (*P≤*0.05 after FDR correction; FC≥3). Letters in parentheses (a–d) represents four biological replicates of each genotype.

In order to test the reliability of the results that were obtained by the Agilent Barley Gene Expression Microarray, the expression of DEGs was validated using sensitive RT-qPCR. The analysis of 20 genes that were selected based on their expression, which covered a wide range of microarray expression values, successfully validated the data obtained by the Agilent Barley Gene Expression Microarrays (see Supplementary Fig. S1). Therefore, the preliminary experiment that was carried out using a simple model of root hair transcriptome (*rhl1.a* vs WT ‘Karat’) that had been used previously revealed that the Agilent Barley Gene Expression Microarray system, supported by the recent *de novo* annotation, can be used successfully for transcriptome profiling in barley.

#### Comparative analysis of the drought-induced transcriptomes of *rhl1.a* and its parent ‘Karat’

Our model system of a root-hairless mutant *rhl1.a* and its WT parent cultivar ‘Karat’ was used to investigate the molecular mechanisms that are potentially involved in the root hair phenotype-related response to water-stress conditions. 

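RNA from the roots and leaves of soil-grown seedlings was hybridized to 36 arrays of the same design, 18 for each organ, with 3 arrays for each genotype at each time point. Time point 1 was 11 d after sowing at 12% VWC (volumetric water content of the soil), time point 2 was 15 d after sowing at 3% VWC, and time point 3 was 25 d after sowing at 1.5% VWC. The plants were transferred to a growth chamber at time point 2, so that time point 3 differs from time point 1 in place as well as in soil moisture and age. The files have the same units as those of the root tips. The 75th percentile of the intensity lay between 595.1 and 2038.3 on the root arrays (median 1371.1) and between 218.1 and 927.8 on the leaf arrays (median 430.4). In the leaves of ‘Karat’ its median rose from 291.1 at time point 1 to 747.7 at time point 3, and in the leaves of *rhl1.a* from 247.0 to 662.2, whereas in roots it fell from 2031.6 to 890.3 and from 1350.4 to 902.9, respectively. Probes well above background made up 58.7 to 66.4% on the root arrays and 53.0 to 60.0% on the leaf arrays.
For each organ a limma model with a mean for each of the 6 groups was fitted to the 18 arrays over all 43603 probes, on values scaled and thresholds set as for the root tips. It gave the change of each genotype from time point 1 to time points 2 and 3, and the interaction, that is the change in *rhl1.a* minus the change in ‘Karat’. A difference between the genotypes in their response is tested by the interaction. A call in 1 genotype alone is not such a test. In each organ a slide held arrays of a single genotype and time point, and most groups lay on more than 1 slide. The ‘Karat’ and *rhl1.a* arrays of time point 3 were scanned on different days.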

A time-course water-stress experiment was applied to both genotypes, and transcriptome analyses were performed in root and leaf tissues at three reference points: (1) normal conditions, soil moisture 12%; (2) the onset of water stress, soil moisture 3%; and (3) severe stress treatment, soil moisture 1.5% (Fig. 1). Microarray data analysis was performed as a calculation of the differential expression of genes within a genotype between subsequent reference points (2 vs 1 and 3 vs 1). Global transcriptome analysis, which was carried out in the roots and leaves of both genotypes during water stress, revealed that the roots and leaves differed in the expression of stress-related, DEGs. More water-stress-related DEGs were expressed in the leaves than in the roots at each stage of water-stress treatment (Fig. 4). Specifically, 4706 genes in total were differentially expressed in roots during two subsequent stages of drought stress (reference points 2 vs 1 and 3 vs 1), whereas 7434 were detected as differentially expressed in leaves under the same conditions (Fig. 4; *P*≤0.05 after FDR correction; FC≥3). 

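At the onset of water stress (time point 2 vs 1), 4619 probes were called in the leaves of ‘Karat’ and 4785 in the leaves of *rhl1.a*, against 725 and 350 in roots. After severe stress (3 vs 1), the numbers were 13293 and 21182 in leaves and 8294 and 9265 in roots. More probes were therefore called in leaves than in roots in each genotype at each stage. Most leaf calls were falls as scaled here, but not under each alternative scaling. The median of all probes, which the scaling on the 75th percentile does not set to 0, moved by −0.75 log2 in ‘Karat’ leaves and by −1.25 log2 in *rhl1.a* leaves from time point 1 to 3, whereas in roots it moved by 0.49 and 0.26 log2. The share of calls that were rises depended on the scaling. In the leaves of ‘Karat’ at the onset it was 18.6%, but 46.9% after quantile normalization and 88.5% with spike-in scaling. With the normexp background correction, 952 and 1030 probes were called in leaves at the onset. Its offset of 50 lay above the median signal of every leaf array (15.5 to 38.5), so that the offset alone may account for part of this drop.

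**Figure D2:**
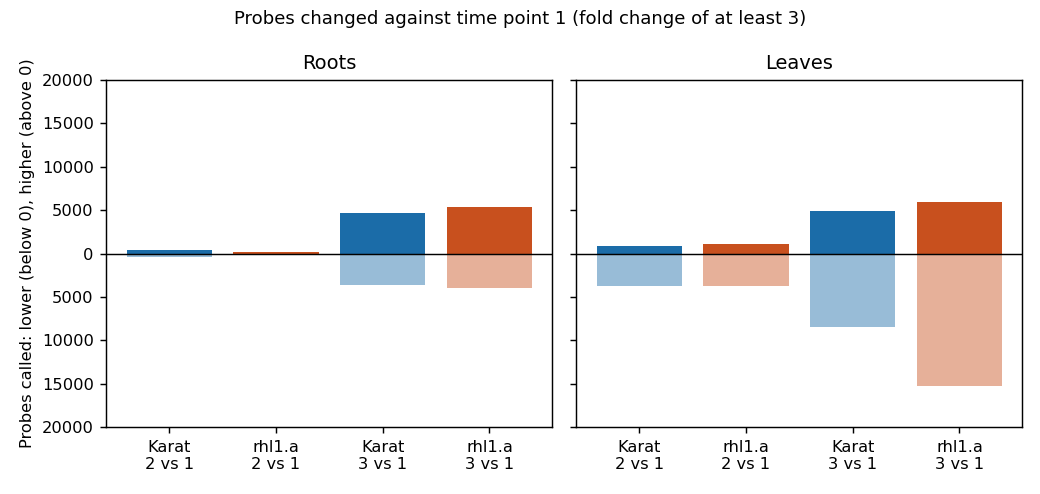
Number of probes called up (above 0) and down (below 0) in the roots and leaves of ‘Karat’ and *rhl1.a* at the onset of water stress (2 vs 1) and after severe stress (3 vs 1), at an adjusted *p* of at most 0.05 and a fold change of at least 3. The bars of leaves reach further than those of roots at both stages.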

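Counting every probe called in at least 1 of the comparisons of an organ, 11090 of 43603 probes (25.4%) changed in roots and 24363 (55.9%) in leaves. The counts are of probes and not of genes, and include probes without a gene assignment. With 1 array left out they stayed between 10810 and 11532 in roots and between 22733 and 27743 in leaves. Normexp background correction gave 6642 probes in roots and 9263 in leaves, and spike-in scaling gave 22722 and 39500.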

Hierarchical clustering revealed that the changes that occurred during the onset of stress were less prominent in roots than in leaves (differences between time points 1 and 2; Fig. 4), whereas 10 d of the severe stress treatment influenced both the root and leaves transcriptomes harshly (differences between clustered time points 1 and 2 and time point 3; Fig. 4).

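The Euclidean distance between group means, taken over the probes called in an organ, was 105.2 between time points 1 and 2 in ‘Karat’ roots and 89.13 in *rhl1.a* roots. In leaves the same distances were 207.2 and 211.2. From time point 1 to time point 3 the distance was 320.4 in ‘Karat’ and 342.3 in *rhl1.a* roots, and 429.5 and 492.2 in leaves. Distances in roots and leaves rest on different sets of probes, the leaf set being larger, and are compared here within an organ only. In both organs the distance to time point 3 was the larger in each genotype.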

**Fig. 4.**
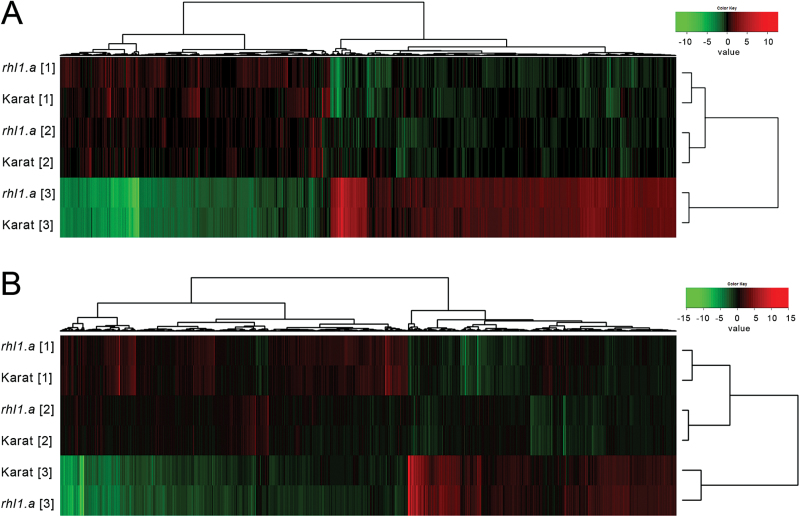
Hierarchical clustering of genes that were differentially expressed during the water-stress experiment in the roots (A, 4706 genes) and leaves (B, 7434 genes) of the cv. ‘Karat’ and its root-hairless mutant *rhl1.a* (*P≤*0.05 after FDR correction; FC≥3). Numbers in square brackets represent the three time points of the experiment as shown in Fig. 1.

The general response of the ‘Karat’ transcriptome to stress conditions was similar to the response of the *rhl1.a* transcriptome, as their expression profiles always clustered together within the time points that were examined, in both roots and leaves (Fig. 4). However, a detailed analysis of the lists of genes that were regulated by water stress in subsequent stages of the experiment revealed distinct differences in the stress response between the WT and the *rhl1.a* mutant. 

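At time points 1, 2 and 3 the distance between ‘Karat’ and *rhl1.a* was 83.88, 71.19 and 81.79 in roots and 104.9, 85.74 and 143.2 in leaves, less than the distance between time points 1 and 2 of either genotype. Average-linkage clustering of the 6 group means paired the genotypes at all 3 time points in both organs. The probes used were those called for a change with time in these same arrays, and not for a difference between genotypes. That choice favours pairing by time point, so the distances and the pairing are no independent test of a similar response. With spike-in scaling the genotypes paired at 2 of the 3 time points in each organ.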

First, twice as many genes responded to the rapid decrease in soil moisture (time point 2 vs 1) in the roots of the WT (395 genes) than in the *rhl1.a* mutant (229 genes) (Fig. 5; *P*≤0.05 after FDR correction; FC≥3). 

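At the onset, the 725 probes called in ‘Karat’ roots (355 up, 370 down) and the 350 called in *rhl1.a* roots (221 up, 129 down) gave a ratio of 2.07. The share of rises, 49.0% in ‘Karat’ and 63.1% in *rhl1.a*, was 24.4% and 81.4% with spike-in scaling. The ratio was not stable against the choice of arrays and of model. It was 1.19 without replicate 2 of ‘Karat’ roots at time point 1 and 5.20 without replicate 1 of *rhl1.a* roots at time point 2. Fitting only the groups compared gave 90 probes in ‘Karat’ and 102 in *rhl1.a*, a ratio of 0.882, and with the slide as a random block the ratio was 9.62. More probes were called in ‘Karat’ in the model without moderation (641 against 288) and after quantile normalization (783 against 325). The same held with normexp background correction (504 against 169) and with the replicate block (735 against 322). The methods’ t-test with the same adjustment called 0 probes in either genotype. At an unadjusted *p* of at most 0.05 it gave 798 in ‘Karat’ and 659 in *rhl1.a*, so that the counts above rest on the spread shared between the 18 root arrays. The loss of a single root probe at the onset with this t-test was therefore fixed beforehand. The methods also name a two-way ANOVA, which was not run as such. The model without moderation, which likewise fits all groups of an organ, kept 641 of the 725 ‘Karat’ calls. Among the rises in ‘Karat’ roots, A_13_P152225, described as a predicted protein, was at least 90.4-fold higher at time point 2. Among the falls, A_13_P005576 changed by −6.08 log2 in ‘Karat’ and −3.86 log2 in *rhl1.a*.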

The same conditions (soil moisture 3% VWC) affected the leaf transcriptome more radically than the root transcriptome, although there were no quantitative differences in the response of the leaf transcriptome between the WT and *rhl1.a* (1508 vs 1600 DEGs in ‘Karat’ and in the *rhl1.a* mutant, respectively). It was possible to distinguish the genotype-specific subsets of genes that were regulated by water stress in both organs (coloured parts of the Venn diagrams in Fig. 5), as well as the common sets of genes that responded similarly in both genotypes.

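The ratio of ‘Karat’ to *rhl1.a* leaf calls at the onset was 0.965. It turned to the other side of 1 under several alternatives, the farthest being 1.32 without replicate 1 of *rhl1.a* leaves at time point 2 and 1.27 with the methods’ t-test. The interaction test called 5 probes at this stage, 4 higher and 1 lower in the *rhl1.a* response. These were A_13_P087221 (10.36 log2), A_13_P338507 (4.78), A_13_P180504 (2.77), A_13_P483990 (2.56) and A_13_P498669 (−4.27), the last described as a Bowman-Birk type trypsin inhibitor. Among time points 1 and 2, A_13_P338507 was well above background in *rhl1.a* at time point 2 alone and A_13_P498669 in ‘Karat’ at time point 2 alone. A_13_P180504 and A_13_P483990 are named because the count is small and were chosen after their values were seen. With normexp background correction, and with only the compared groups in the fit, limma called 0 probes, against 73 and 564 at an unadjusted *p* of at most 0.05. The number called was 2 without replicate 1 of *rhl1.a* leaves at time point 2 and 75 without replicate 2 of *rhl1.a* leaves at time point 1.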

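In roots at the onset, 565 probes were called in ‘Karat’ alone and 190 in *rhl1.a* alone. Of the 565, 494 (87.4%) changed in the same direction in *rhl1.a*, and of the 190, 146 (76.8%) did so in ‘Karat’. The interaction, which tests whether the responses differ, was called by limma for 0 of the 565 probes (202 of them at an unadjusted *p* of at most 0.05 in limma, and 188 in the model without moderation) and for 1 of the 190. Over all probes it was called for 2, A_13_P076171 (1.79 log2) and A_13_P070806 (−2.76 log2), both with an adjusted *p* of 0.049 from limma (0.019 to 0.36 and 0.023 to 0.36 over the alternatives). A_13_P070806 was well above background on 1 *rhl1.a* array of time point 1 and on no other root array of time points 1 and 2, so that its interaction is not a measured change. Neither was called without replicate 1 of *rhl1.a* roots at time point 1 or replicate 1 of ‘Karat’ roots at time point 2, where limma called 0 probes, against 1040 and 1162 at an unadjusted *p* of at most 0.05. The count was 25 without replicate 3 of ‘Karat’ roots at time point 1, and 197 with normexp background correction. In leaves at the onset, 2168 probes were called in ‘Karat’ alone, 2088 (96.3%) of which changed in the same direction in *rhl1.a*, with the interaction called for 2.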

**Fig. 5.**
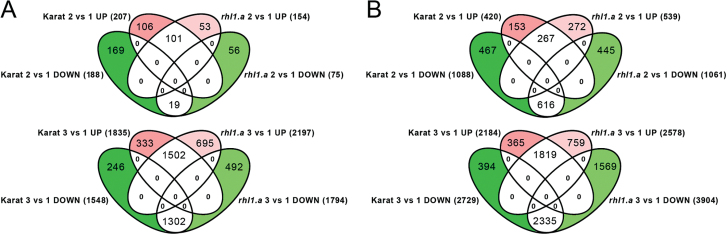
Comparative analysis of the numbers of DEGs in the roots (A) and leaves (B) of the WT cv. ‘Karat’ and its root-hairless mutant *rhl1.a* during subsequent stages of the water-stress experiment (*P≤*0.05 after FDR correction; FC≥3). Coloured parts of the Venn diagrams represent the ‘Karat’-specific or *rhl1.a*-specific subsets of genes that were up-regulated (red) or down-regulated (green) during the subsequent stages of the experiment in comparison with the control conditions: 2 vs 1, genes up- or down-regulated during the onset of water stress; 3 vs 1, genes up- or down-regulated after 10 d of severe water stress.

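From time point 1 to 3 in leaves, probe A_13_P132520, described as dehydrin DHN2, was not well above background at time point 1 in either genotype and was at least 8310-fold higher at time point 3 in ‘Karat’ and at least 6630-fold higher in *rhl1.a* (adjusted *p* = 4.8e-12 and 3.8e-12 from limma). A_13_P082006, a barley leaf cDNA, was at least 29900-fold and 27700-fold lower, respectively, and was not well above background on any array of time point 3. In the roots of *rhl1.a*, A_13_P076811, described as an ABA-induced protein, was at least 2590-fold higher (adjusted *p* = 4.2e-09 from limma). A metallothionein-like protein probe, A_13_P358072, was at least 4190-fold lower. In ‘Karat’ roots A_13_P097810 rose by at least 3680-fold and A_13_P517514 fell by at least 1770-fold. All of these probes were called under every alternative and with each array left out.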

The severe water stress that was maintained for 10 d (time point 3 vs 1) affected the transcriptomes of roots and leaves drastically. 

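After 10 d of severe stress the ratio of probes called in ‘Karat’ to probes called in *rhl1.a* was 0.895 in roots and 0.628 in leaves. In ‘Karat’ roots 4666 probes rose and 3628 fell, and in *rhl1.a* roots 5306 rose and 3959 fell. In leaves 4851 rose and 8442 fell in ‘Karat’, and 5942 rose and 15240 fell in *rhl1.a*. These directions depended on the scaling. In roots the share of rises was 56.3% in ‘Karat’ and 57.3% in *rhl1.a*, but 74.7% and 9.44% with spike-in scaling and 47.9% and 51.2% after quantile normalization. In leaves it was 36.5% and 28.1%, but 95.6% and 44.4% with spike-in scaling and 51.3% and 52.7% after quantile normalization. With each array left out the ratio stayed between 0.852 and 0.944 in roots and between 0.544 and 0.689 in leaves. In leaves, spike-in scaling turned the ratio to 1.87, with 33320 probes called in ‘Karat’ against 17865 in *rhl1.a*.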

Here, however, many more genes were deregulated in the roots and leaves of the *rhl1.a* mutant than in the WT (3991 vs 3383 in roots, and 6482 vs 4913 in leaves of the *rhl1.a* mutant and ‘Karat’, respectively; Fig. 6).

**Fig. 6.**
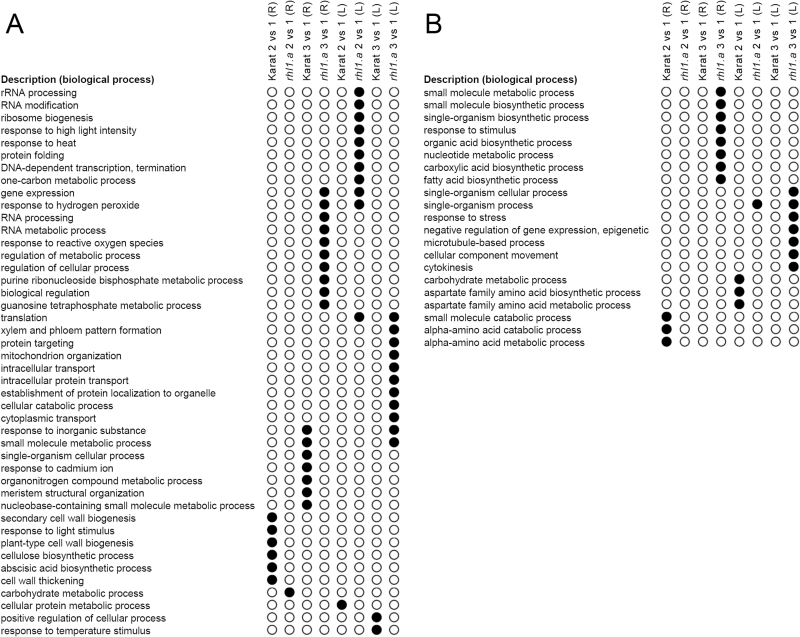
GO categories (Biological Processes) that were over-represented in the ‘Karat’-specific or *rhl1.a*-specific subsets of genes: up-regulated (A) or down-regulated (B) genes during subsequent stages of the experiment in comparison with the control conditions in the roots (R) or leaves (L) of both genotypes (corrected *P*<0.01).

#### Functional annotation of root hair phenotype-specific subsets of water-stress-regulated genes

Genotype-specific, and therefore root hair phenotype-specific, subsets of water-stress-regulated genes were analysed using the GO enrichment approach in which the enrichment of the functional annotations (GOs) of barley genes was performed using the PLAZA Monocots 3.0 database. Thus, the subsets of the genotype-specific genes that were differentially expressed at the onset of water stress (time point 2 vs 1) and after 10 d of severe stress (time point 3 vs 1) in the roots and leaves of both genotypes were analysed (coloured parts of the Venn diagrams in Fig. 5). The analysis resulted in the identification of over-represented Biological Processes (corrected *P*<0.01), which were up- or down-regulated specifically in the roots and leaves of either WT ‘Karat’ or its root-hairless mutant *rhl1.a* (Fig. 6, Supplementary Table S2 at *JXB* online).

##### Differences between ‘Karat’ and the *rhl1.a* mutant at the onset of water stress

At the onset of water stress, more genes responded to the rapid decrease in soil moisture in the roots of the WT than in the roots of the *rhl1.a* mutant. Among these, 106 genes were specifically up-regulated in the roots of ‘Karat’ but not in the roots of the hairless mutant (Fig. 5; *P*≤0.05 after FDR correction; FC≥3). 

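Of the probes called in ‘Karat’ roots alone at the onset, 220 were up-regulated. Their median rise was 2.18 log2 in ‘Karat’ and 1.04 log2 in *rhl1.a*, and 202 of the 220 (91.8%) rose in *rhl1.a* as well. The number was 116 without replicate 2 of ‘Karat’ at time point 1 and 83 with spike-in scaling. None of the 220 had a called interaction.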

Their GO enrichment analysis revealed that these genes represented six significantly over-represented (corrected *P*<0.01) Biological Processes (BPs), including the ABA biosynthetic process, the cellulose biosynthetic process, cell wall thickening, plant-type cell wall biogenesis, secondary cell wall biogenesis, and the response to light stimulus (Fig. 6). 

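The probe tied to the *NCED* gene MLOC_18300 had a level of −2.25 ± 0.86 (SD, n = 3) in ‘Karat’ roots at time point 1 and −0.62 ± 0.34 (SD, n = 3) at time point 2, a rise of 1.63 log2 (SE 0.4, adjusted *p* = 0.029 from limma). In *rhl1.a* roots it went from −2.5 ± 0.54 to −1.5 ± 0.05, a rise of 1.01 log2 (adjusted *p* = 0.19 from limma), which was not called. The rise in ‘Karat’ was 3.08-fold, close to the threshold, and was not called with normexp background correction, spike-in scaling, only the compared groups in the fit, the methods’ t-test or the slide as a random block (adjusted *p* from 0.011 to 0.39 over the alternatives), nor without replicate 2 or 3 of time point 1 or any single replicate of time point 2. It was 1.19 log2 without replicate 2 of ‘Karat’ at time point 1. The second *NCED* gene, MLOC_43893, rose from −4.82 ± 0.91 to −2.42 ± 0.05 in ‘Karat’, by 2.39 log2 (SE 0.49, adjusted *p* = 0.011 from limma), and from −5.14 ± 0.68 to −3.65 ± 0.59 in *rhl1.a*, by 1.49 log2 (adjusted *p* = 0.12 from limma). It was not called in ‘Karat’ with spike-in scaling, only the compared groups in the fit or the methods’ t-test (adjusted *p* from 0.0041 to 0.28 over the alternatives), nor without replicate 2 of time point 1 or replicate 3 of time point 2, and its lowest rise with 1 array left out was 2.01 log2. The difference between the genotypes was tested by the interaction. It was −0.62 log2 (SE 0.56, adjusted *p* = 0.59 from limma) for MLOC_18300 and −0.91 log2 (SE 0.69, adjusted *p* = 0.51 from limma) for MLOC_43893, and was not called for either gene under any alternative. Both values were under the 3-fold threshold, so that the lack of a call does not show equal responses.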

Detailed analysis revealed that two barley genes, MLOC_18300 and MLOC_43893 (BP: ABA biosynthetic process), which were highly up-regulated in the roots of the WT at the beginning of water stress, encode enzymes that belong to 9-*cis*-epoxycarotenoid dioxygenase (NCED, Table 2). In Arabidopsis, NCED is a key enzyme involved in ABA biosynthesis that cleaves 9-*cis* xanthophylls to xanthoxin, which is a precursor of ABA (Tan *et al.*, 2003). Its expression is stimulated by water deprivation, and the stress-inducible ABA biosynthesis is associated with an increased expression of *NCED* genes in both leaf and root tissues (Thompson *et al.* 2000). Interestingly, recent studies have revealed that a specific allele of the 9-*cis*-epoxycarotenoid dioxygenase gene is preferentially selected in elite varieties of rice. Its functional analysis indicates that, in upland rice, this *NCED* allele probably confers a greater drought resistance by raising endogenous ABA levels, and additionally is associated with a higher density of lateral roots, thus suggesting its involvement in upland rice fitness (Lyu *et al.*, 2013). Therefore, the specific, strong up-regulation of two *NCED* genes in the roots of the WT cv. ‘Karat’ indicated that the WT plants, which produce normal root hairs, respond to water stress with a more efficient stimulation of ABA biosynthesis than the root-hairless mutant. This, consequently, could result in an earlier or more efficient induction of an ABA-related systemic response leading to adaptation to the stress conditions.

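At severe stress both *NCED* genes were called in both genotypes. MLOC_18300 rose by 3.02 log2 in ‘Karat’ and by 4.37 log2 in *rhl1.a*, and MLOC_43893 by 5.59 and 6.09 log2. The interaction at this stage was 1.35 log2 (SE 0.56, adjusted *p* = 0.24 from limma) for MLOC_18300 and 0.49 log2 (SE 0.69, adjusted *p* = 0.71 from limma) for MLOC_43893. The paper starts from the *NCED* genes being called in the WT alone at the onset and from the known role of *NCED* in ABA biosynthesis, and concludes that plants with root hairs stimulate ABA biosynthesis more efficiently under water stress. It proposes an earlier or more efficient ABA-related response in the WT as the consequence.

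**Figure D3:**
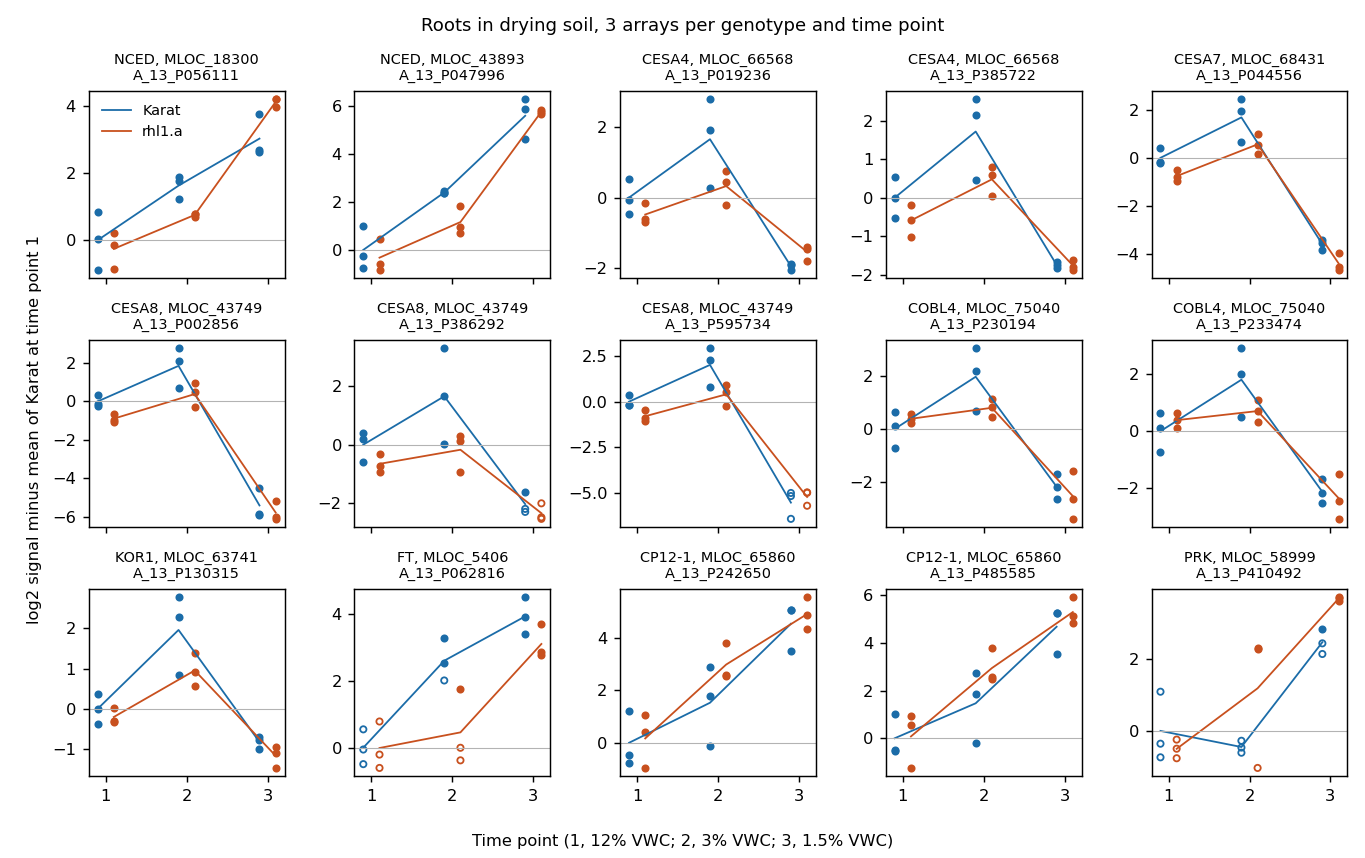
Log2 intensity of the probes of *NCED*, *CESA4*, *CESA7*, *CESA8*, *COBL4*, *KOR1*, *FT*, *CP12-1* and *PRK* in the roots of ‘Karat’ and *rhl1.a* at time points 1 to 3, relative to the mean of ‘Karat’ at time point 1. Points are arrays, open points are not well above background, and lines join the means of 3 arrays, and the probe of *CESA7* lies 3.6 log2 lower at time point 3 than at time point 1 in ‘Karat’.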

**Table 2.** Selected genes differentially expressed in roots of the ‘Karat’ and the rhl1.a mutant at the onset of water stress

Regulation	MLOC *H. vulgare*	Putative orthologue in *A. thaliana*	Function in *A. thaliana*	Expression in water-stress experiment					
				‘Karat’			*rhl1.a*		
				1	2	3	1	2	3
Up-regulated at the onset of water stress in roots of ‘Karat’	MLOC_18300	9-*cis*-Epoxycarotenoid dioxygenase (NCED)	Key enzyme involved in the ABA biosynthesis	–1.037	0.589	1.987	–1.292	–0.284	3.081
	MLOC_43893	9-*cis*-Epoxycarotenoid dioxygenase (NCED)	Key enzyme involved in the ABA biosynthesis	–2.098	0.296	3.494	–2.421	–0.937	3.665
	MLOC_66568	*CELLULOSE SYNTHASE A4* (*CESA4*, AT5G44030),	Cell wall biogenesis; expression controlled by NST2 and SND1	0.346	2.039	–1.507	–0.192	0.748	–1.310
	MLOC_68431	*CELLULOSE SYNTHASE A7* (*CESA7*, AT5G17420),	Cell wall biogenesis; expression controlled by NST2 and SND1	0.368	2.050	–3.230	–0.394	0.929	–4.023
	MLOC_43749	*CELLULOSE SYNTHASE A8* (*CESA8*, AT4G18780),	Cell wall biogenesis; expression controlled by NST2 and SND1	0.495	2.338	–3.836	–0.289	0.699	–3.960
	MLOC_75040	*COBRA-LIKE4* (*COBL4*, AT5G15630)	Cell wall biogenesis; expression controlled by NST2 and SND1	–0.258	1.632	–2.414	0.128	0.494	–2.701
	MLOC_63741	*KORRIGAN 1* (*KOR1*, At5g49720)	Cell wall biogenesis; expression controlled by NST2 and SND1	0.149	2.107	–0.670	–0.051	1.102	–1.012
	MLOC_5406	*FLOWERING LOCUS T* (*FT*, AT1G65480)	Control of stomata aperture; drought- escape response	–1.889	0.721	2.052	–1.898	–1.431	1.223
Up-regulated in roots of *rhl1.a* mutant	MLOC_65860	*CHLOROPLAST PROTEIN 12* (*CP12-1*, At2g47400)	Regulation of Calvin cycle enzymes GAPDH and PRK	–2.540	–1.043	2.069	–2.419	0.422	2.562
	MLOC_58999	*PHOSPHORIBULOKINASE* (*PRK*, AT1G32060)	Calvin cycle enzyme regulated by CP12 protein	–0.427	–0.877	2.055	–0.928	0.764	3.272

1, 2, 3 - Subsequent time points of the water-stress experiment. The strength of expression is indicated by shading (low–high: green–yellow–orange–red).

The BPs that are related to cellulose biosynthesis and cell wall biogenesis were represented by seven genes (Table 2). Five of them: MLOC_66568, MLOC_68431, MLOC_43749, MLOC_75040, and MLOC_63741, are orthologues of the Arabidopsis genes *CELLULOSE SYNTHASE A4* (*CESA4*, AT5G44030), *CELLULOSE SYNTHASE A7* (*CESA7*, AT5G17420), *CELLULOSE SYNTHASE A8* (*CESA8*, AT4G18780), *COBRA-LIKE4* (*COBL4*, AT5G15630), and *KORRIGAN 1* (*KOR1*, At5g49720), respectively. 

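The tie through the published values gave 2 probes for *CESA4*, 1 for *CESA7*, 3 for *CESA8*, 2 for *COBL4* and 1 for *KOR1*. At time point 1, the level in ‘Karat’ roots was 2.74 ± 0.34 (SD, n = 3) for the probe of *CESA7* and 0.07 ± 0.36 for that of *KOR1*, and all of these probes were well above background on every root array of time points 1 and 2.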

Interestingly, the recent work of Taylor-Teeples *et al.* (2015) demonstrates that all of these genes are involved in cell wall biogenesis in Arabidopsis and belong to the same regulatory network. Their expression is tightly controlled by NAC-domain binding transcription factors, NST2 and SND1, which directly bind to their promoters via a specific, conserved *cis*-regulatory element. 

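At the onset, *KOR1* (MLOC_63741) rose by 1.96 log2 in ‘Karat’ roots (SE 0.38, adjusted *p* = 0.0085 from limma) and by 1.15 log2 in *rhl1.a* roots (adjusted *p* = 0.12). *CESA7* (MLOC_68431) rose by 1.68 log2 in ‘Karat’ (SE 0.37, adjusted *p* = 0.018 from limma) and by 1.32 log2 in *rhl1.a* (adjusted *p* = 0.08). For *CESA4* (MLOC_66568), A_13_P385722 was called in ‘Karat’ (1.72 log2, adjusted *p* = 0.033) and A_13_P019236 was not (1.67 log2, adjusted *p* = 0.058), with rises of 1.07 and 0.81 log2 in *rhl1.a*. For *CESA8* (MLOC_43749), 2 of the 3 probes were called in ‘Karat’, A_13_P595734 at 2.02 log2 (adjusted *p* = 0.031) and A_13_P002856 at 1.85 log2 (adjusted *p* = 0.046), while A_13_P386292 rose by 1.65 log2 (adjusted *p* = 0.15). In *rhl1.a* these rose by 1.2, 1.28 and 0.48 log2. Neither *COBL4* (MLOC_75040) probe was called in ‘Karat’, A_13_P230194 rising by 1.96 log2 (SE 0.55, adjusted *p* = 0.055) and A_13_P233474 by 1.81 log2 (SE 0.54, adjusted *p* = 0.071), and in *rhl1.a* they rose by 0.41 and 0.32 log2. No probe of these genes was called in *rhl1.a* roots.
Each of the 5 probes called in ‘Karat’ was lost with spike-in scaling and with only the compared groups in the fit. The methods’ t-test, which called 0 of all probes in ‘Karat’ roots at the onset, could keep none of them. The adjusted *p* of these 5 probes reached 0.37 to 0.49 over the alternatives. Each was also lost without replicate 1 of ‘Karat’ at time point 2, where the rise of *KOR1* was 1.55 log2, and without replicate 3 of that group. Without replicate 2 of that group, A_13_P019236, A_13_P386292 and both *COBL4* probes were called as well, with rises of 2.36, 2.47, 2.61 and 2.46 log2. Both *COBL4* probes were called with normexp background correction and when dim probes were left out, and A_13_P230194 and A_13_P019236 after quantile normalization (adjusted *p* from 0.011 to 0.48 and from 0.027 to 0.55 over the alternatives). A_13_P019236 was called when dim probes were left out as well. With the replicate block, *COBL4* was called too. The SD of the ‘Karat’ arrays at time point 2 was 0.92 for *CESA7* and 1 for *KOR1*, against 0.41 in *rhl1.a* for both. The interaction of these probes lay between −1.55 log2 for A_13_P230194 (adjusted *p* = 0.4) and −0.36 log2 for *CESA7* (adjusted *p* = 0.75), and none was called under any alternative. All of these values were under the 3-fold threshold, so that the lack of a call does not show equal responses.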

The expression of all of these genes in barley was specifically strongly up-regulated in the roots of the WT plants at the onset of water stress. This orchestrated response suggests that the MLOC_66568, MLOC_68431, MLOC_43749, MLOC_75040, and MLOC_63741 genes belong to a single regulatory network in barley, which is efficiently activated in roots at an early phase of water stress in the WT plants but not in the root-hairless mutant. It has already been demonstrated that the root growth of seedlings that are subjected to mild water stress is often less inhibited than the shoot growth, and this has been considered to be a mechanism of the adaptation of plants to drought conditions (Sharp and Davies, 1989). This different reaction of roots and shoots can be explained by water-stress-induced changes in the cell wall composition and the action of cell wall-loosening molecules, such as expansins or xyloglucan endotransglycosylases (Tenhaken, 2014). Moreover, the efficiency of the synthesis and the incorporation of newly synthesized polysaccharides into the walls of root cells could influence the water-stress adaptation potential in plants. It was shown, for example, that the efficiency of the biosynthesis of cell wall polysaccharides such as pectins, hemicelluloses, and α-cellulose during water stress was quantitatively higher in the roots of drought-tolerant than in drought-sensitive wheat cultivars (Piro *et al.*, 2003). Taking this data into account, it could be suggested that the efficient induction of cell wall biosynthesis at the onset of water stress in the WT plants (but not in the root-hairless mutant) could result in a better adaptation to stress conditions. It is worth noting that the severe drought (time point 3 vs 1) resulted in a drastic down-regulation of all of the above-mentioned cellulose biosynthesis and cell wall biogenesis genes, and that this is in line with the observation of the cessation of root growth under severe drought conditions (Opitz *et al.*, 2014).

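Between time points 1 and 3, *CESA7* fell by 3.6 log2 in ‘Karat’ and fell by 3.63 log2 in *rhl1.a*. The *CESA8* probe A_13_P002856 changed by −5.41 and −4.89 log2, and A_13_P595734, which was not well above background at time point 3, was at least 23.4-fold and 15.9-fold lower. The *COBL4* probe A_13_P230194 changed by −2.17 log2 in ‘Karat’ (adjusted *p* = 0.0043 from limma) and by −2.91 log2 in *rhl1.a* (adjusted *p* = 0.00042 from limma). Both *CESA4* probes were called in ‘Karat’, A_13_P019236 at −1.96 log2 and A_13_P385722 at −1.75 log2, which were lost with spike-in scaling, the second also without replicate 3 of ‘Karat’ at time point 1 (−1.48 log2). In *rhl1.a* they changed by −1.07 log2 (adjusted *p* = 0.08 from limma) and −1.17 log2 (adjusted *p* = 0.037 from limma) and were not called. *KOR1* was not called in either genotype, with −0.82 log2 in ‘Karat’ (adjusted *p* = 0.08 from limma) and −0.96 log2 in *rhl1.a* (adjusted *p* = 0.049 from limma). With spike-in scaling the *CESA4* probes and *KOR1* were called in *rhl1.a*, at −2.56, −2.66 and −2.46 log2. All 9 probes of these genes were lower at time point 3 than at time point 1 in both genotypes, under every scaling.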

A particularly interesting observation of the specific response of the roots of the WT plants involves the expression of the gene MLOC_5406 (BP: response to light stimulus), which encodes a PEBP (phosphatidylethanolamine-binding protein) family protein. The expression of this gene is specifically activated in the roots of the WT at the onset of water stress but not in the roots of the *rhl1.a* mutant. 

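The probe tied to *FT* (MLOC_5406), A_13_P062816, was not well above background on any root array of time point 1. At time point 2 it was well above background on 2 of the 3 ‘Karat’ arrays, where it was at least 2.05-fold higher (adjusted *p* = 0.013 from limma), and on 1 of the 3 *rhl1.a* arrays, where it was not called (adjusted *p* = 0.65 from limma). The call in ‘Karat’ was lost with normexp background correction, only the compared groups in the fit and the methods’ t-test (adjusted *p* from 0.0054 to 0.24 over the alternatives), and without replicate 1 of ‘Karat’ at time point 2. That t-test called 0 of all probes in ‘Karat’ roots at the onset. The interaction was not called (adjusted *p* = 0.31 from limma, and from 0.047 to 0.82 over the alternatives), and was under the 3-fold threshold where its adjusted *p* was lowest, with normexp background correction. At time point 3 it was well above background on all arrays, at least 5.15-fold higher than at time point 1 in ‘Karat’ and at least 2.51-fold higher in *rhl1.a*, the latter a call that normexp background correction does not make.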

MLOC_5406 is a putative orthologue of the florigen gene *FLOWERING LOCUS T* (*FT*) in Arabidopsis (AT1G65480), which is involved in the control of the stomata aperture in response to a photoperiod (Ando *et al.*, 2013). Recent studies have revealed existing relationships between drought stress and photoperiod in the activation of the florigen genes, including *FT*. Here, *FT* plays a role as a key factor for a drought-escape response that is facilitated by ABA (Riboni *et al.*, 2013). The authors suggested that the drought episodes that occur in spring may be a signal to plants of the possible more severe drought conditions to follow in the summertime, and thus the activation of a drought-escape response might be advantageous. Therefore, based on our data, it can be postulated that WT plants activate the expression of *FT* orthologous gene as an early response to water stress, presumably as a component of a drought-escape adaptive mechanism. However, the root-hairless mutant was not able to sense the stress efficiently and/or its response to water deprivation was not as effective as it was in the WT.

In comparison with the WT cv. ‘Karat’, at the onset of water stress significantly fewer genes were specifically up-regulated in the roots of the root-hairless mutant *rhl1.a* (53 genes; Fig. 5; *P*≤0.05 after FDR correction; FC≥3). 

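In *rhl1.a* roots 86 probes were called up at the onset without being called in ‘Karat’. Their median rise was 2.01 log2 in *rhl1.a* and 1.28 log2 in ‘Karat’, and 81 of the 86 (94.2%) rose in ‘Karat’ as well. The interaction was called for none of them. The number was 52 without replicate 1 of *rhl1.a* roots at time point 1 and 40 with normexp background correction.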

GO enrichment analysis led to the identification of a single over-represented GO category (BP: carbohydrate metabolic process; corrected *P*<0.01; Fig. 6). Two genes that represented this category, MLOC_65860 and MLOC_58999, are putative orthologues of Arabidopsis genes At2g47400 and AT1G32060, respectively, and are involved in the Calvin cycle. At2g47400 encodes a protein that belongs to the chloroplast protein CP12 family, which has been shown to regulate the activity of two Calvin cycle enzymes, glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and phosphoribulokinase (PRK), which is encoded by AT1G32060. Interestingly, At2g47400 is a *CP12-1* gene whose expression in Arabidopsis is not restricted to the above-ground organs but is also specifically expressed in root tips and lateral roots (Singh *et al.*, 2008). Therefore, the authors suggested that the redox-sensitive CP12 proteins may have a wider role in non-photosynthetic plastids.

The up-regulation of two tightly related genes that are involved in the same Calvin cycle process at the onset of water stress in the roots of the *rhl1.a* mutant but not in the WT suggests their putative role in response to stress conditions. 

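Both *CP12-1* (MLOC_65860) probes rose at the onset in *rhl1.a* roots, A_13_P242650 from −3 ± 1.03 to −0.19 ± 0.73 (SD, n = 3), by 2.81 log2 (SE 0.78, adjusted *p* = 0.077 from limma), and A_13_P485585 by 2.87 log2 (SE 0.78, adjusted *p* = 0.073 from limma). In ‘Karat’ roots A_13_P242650 rose from −3.17 ± 1.07 to −1.64 ± 1.54, by 1.53 log2 (adjusted *p* = 0.34 from limma), and A_13_P485585 by 1.47 log2 (adjusted *p* = 0.36 from limma). Neither was called in either genotype, although the rises in *rhl1.a* were 7.03-fold and 7.32-fold. Both were called in *rhl1.a* when dim probes were left out, and A_13_P242650 also with normexp background correction (adjusted *p* from 0.041 to 0.35 over the alternatives). The interaction was 1.29 log2 (SE 1.1, adjusted *p* = 0.56 from limma) and 1.4 log2 (SE 1.1, adjusted *p* = 0.52 from limma).
The *PRK* (MLOC_58999) probe was not well above background at time point 1 in either genotype nor at time point 2 in ‘Karat’. In *rhl1.a* at time point 2 it was well above background on 2 of 3 arrays and was not called (adjusted *p* = 0.2 from limma, and from 0.13 to 0.86 over the alternatives). Its bound there, 0.812-fold, leaves open whether it rose. It was called without replicate 2 of *rhl1.a* roots at time point 2. Its interaction was not called (adjusted *p* = 0.38 from limma). With normexp background correction the direction of its fitted change turned in both genotypes. At time point 3 both genes were called in both genotypes, A_13_P242650 with 4.53 log2 in ‘Karat’ and 4.74 log2 in *rhl1.a*, but the *PRK* calls were lost with normexp background correction.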

The increased expression of MLOC_65860 and MLOC_58999 in the *rhl1.a* mutant might lead to the up-regulation—in comparison with WT—of the light-independent photosynthetic processes. Interestingly, at the onset of drought, significant differences (*P*≤0.05) were observed in the biochemical reaction efficiencies between the WT and *rhl1.a* mutant (Fig. 2D), where the *rhl1.a* mutant seemed to be more efficient. Taking into account the results of the specific up-regulation of ABA-related signalling processes in the roots of the WT that have already been discussed, these differences in biochemical reactions could result from (i) the earlier response to water stress in the WT, for example, via the ABA-dependent pathway; (ii) the specific up-regulation of Calvin cycle-related enzymes in the roots of the mutant with unknown consequences for the leaves; or (iii) both.

Our hypothesis about the less efficient activation of stress-preventing mechanisms in the root-hairless mutant can be supported by the results of the GO enrichment analysis of 272 genes, which were specifically up-regulated in the leaves of the mutant but not in the WT plants (Fig 6B). 

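At the onset 544 probes were called up in *rhl1.a* leaves and not called in ‘Karat’ leaves. Of these, 494 (90.8%) also rose in ‘Karat’. The median rise was 1.87 log2 in *rhl1.a* and 1.21 log2 in ‘Karat’, and the interaction was called for 4 of the 544. With the normexp background correction 201 probes were in this set, and with the methods’ t-test 376.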

The analysis revealed the significant up-regulation of the genes that are involved in the response to abiotic stimuli, including the response to hydrogen peroxide, heat, and high light intensity, as well as the genes involved in the regulation of gene expression, rRNA processing, ribosome biogenesis, and protein stabilization (Fig. 6A; Supplementary Table S2). 

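The array files describe 41 probes with the words heat shock and 267 with the words ribosomal protein, lists that were set by these words and not by the calls of the study. In leaves at the onset, the heat shock probes had a median change of 0.20 log2 in ‘Karat’ (7 called up, 3 down) and 0.13 log2 in *rhl1.a* (8 up, 2 down). The ribosomal protein probes had a median change of 0.05 log2 in ‘Karat’ (3 up, 39 down) and 0.15 log2 in *rhl1.a* (18 up, 33 down). All 4 medians lay above the median of all probes, which was −0.52 log2 in ‘Karat’ and −0.61 log2 in *rhl1.a*. The difference between the genotypes was tested with limma’s rotation test fry on the interaction. Its median was −0.14 log2 for the heat shock probes, of which 17 of 41 were above 0 (adjusted *p* = 0.468 from limma), and 0.26 log2 for the 266 ribosomal protein probes that could be tested, of which 186 were above 0 (adjusted *p* = 0.13 from limma). The median of all probes was −0.07 log2. Neither set passed 0.05 with fry, which tests a set against 0 and not against the other probes. Without replicate 3 of ‘Karat’ leaves at time point 2 the ribosomal protein probes passed it (median 0.33 log2), and the heat shock median turned to 0.0022 log2 with dim probes left out. With normexp background correction the ribosomal protein median was 0.012 log2, with 138 of 266 probes above 0 (adjusted *p* = 0.508 from fry). With camera, which compares a set with the other probes at a preset correlation of 0.01 between probes, the ribosomal protein probes gave an adjusted *p* of 3.56e-10, a call that fry does not make.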

More specifically, this gene set was highly enriched in numerous heat-shock proteins, ribosomal proteins, and stress-activated transcription factors, which are genes that are related to later stages of the stress response.

##### Consequences of prolonged water stress on the WT and *rhl1.a* transcriptomes

An extended period of severe stress caused more drastic transcriptome changes in the roots and leaves of the *rhl1.a* mutant than in those of the WT. Expression of about 1200 genes was specifically affected by a prolonged water stress in the mutant, whereas about 600 were specifically regulated in the WT (coloured parts of the Venn diagrams in Fig. 5). 

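In roots after severe stress, 2543 probes were called in *rhl1.a* alone (1578 up, 965 down) and 1572 in ‘Karat’ alone (938 up, 634 down). Of the 2543, 2376 (93.4%) changed in the same direction in ‘Karat’, with a median rise of 1.91 log2 in *rhl1.a* and 1.18 log2 in ‘Karat’ among those called up. Of the 1572, 1403 (89.2%) changed in the same direction in *rhl1.a*. The interaction was called for 24 of the 2543 and 21 of the 1572, and for 85 probes over the whole array (50 higher and 35 lower in *rhl1.a*). That number was 36 without replicate 2 of ‘Karat’ roots at time point 1 and 431 without replicate 3 of *rhl1.a* roots at time point 3, and 18 with the slide as a random block. With spike-in scaling 32520 probes had a called interaction, 0.0707% of them higher in *rhl1.a* against 58.8% as scaled here, with the median of all probes at −2.09 log2 instead of −0.14.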

In the roots of the mutant, the largest number of specifically up-regulated genes constituted those related to the response to abiotic stimuli and involved in stress-stimulated transcription regulation (Fig. 6A; Supplementary Table S2). On the other hand, a profound down-regulation of various biosynthetic processes was observed specifically in the roots of the root-hairless mutant but not in the WT plants (Fig. 6B; Supplementary Table S2).

Even more drastic genotype-specific differences in the severe stress response were observed in the leaves, where 6482 genes responded to stress in the mutant and 4913 in the WT. 

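The interaction at severe stress was called for 1828 probes in leaves, 635 higher and 1193 lower in the *rhl1.a* response than in the ‘Karat’ response, against the 85 in roots. With each array left out it was called for between 1303 and 2586 probes. Among the calls higher in *rhl1.a* were A_13_P087221 (6.78 log2, SE 1.44, adjusted *p* = 0.0097 from limma) and A_13_P162245 (6.3 log2, SE 0.76, adjusted *p* = 0.00048 from limma), both lost with normexp background correction. Among those lower were A_13_P498669, described as a Bowman-Birk type trypsin inhibitor (−9.6 log2, SE 0.54, adjusted *p* = 1.2e-06 from limma), and A_13_P098340 (−6.87 log2, SE 1.59, adjusted *p* = 0.015 from limma). At time points 1 and 3, A_13_P162245 was not well above background on any ‘Karat’ leaf array and A_13_P498669 on any *rhl1.a* leaf array, nor was A_13_P098340 on any *rhl1.a* leaf array of time point 1. With normexp background correction 223 probes were called. The direction depended on the scaling, with 34.7% of the calls higher in *rhl1.a* as scaled here, 55.5% after quantile normalization and 0.0364% with spike-in scaling, under which the median of all probes was −2.76 log2.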

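In leaves after severe stress, 9760 probes were called in *rhl1.a* and not in ‘Karat’, and 1871 were called in ‘Karat’ and not in *rhl1.a*. Of the 9760, 9202 (94.3%) changed in the same direction in ‘Karat’ without passing the thresholds there, and the interaction was called for 937 (9.6%). Of the 1871, 1761 (94.1%) changed in the same direction in *rhl1.a*, and the interaction was called for 153 (8.18%).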

In the *rhl1.a* mutant, expression of more than 2300 genes was specifically affected by a prolonged water deficiency (*P*≤0.05 after FDR correction; FC≥3) whereas in the ‘Karat’ cultivar, about 750 genes were specifically regulated (coloured parts of the Venn diagrams in Fig. 5). It is worth noting that the majority of genes specifically affected by the prolonged water stress in the leaves of the mutant were down-regulated (1569 genes). They were involved mostly in cytokinesis- and microtubule-based process, including cellular component movement, the response to stress, and epigenetic regulation (Fig. 6B; Supplementary Table S2). 

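Of the probes called in *rhl1.a* leaves alone, 8013 fell and 1747 rose. Those that fell had a median change of −2.01 log2 in *rhl1.a* and −1 log2 in ‘Karat’, where 7601 of the 8013 (94.9%) fell too. The number that fell was 1660 after quantile normalization and 1462 when dim probes were left out.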

The genes that were specifically up-regulated by severe drought in the leaves of the mutant, represented cellular catabolic processes, regulation of translation and maintenance of protein stability, cytoplasmic transport, the response to inorganic substances, and mitochondrion organization (Fig. 6A). Based on the results of comparative transcriptome analysis between the WT and *rhl1.a*, we concluded that drastic misregulation of the *rhl1.a* leaf transcriptome could explain a much stronger damage to PSII in the *rhl1.a* mutant than in its parent cultivar observed after 10 d of the water stress (Fig. 2C, D).

#### Putative stress sensing and signalling features of the root hair formation transcriptome

The preliminary analysis of the transcriptome of the root hair formation zone in the WT ‘Karat’ and its root-hairless mutant *rhl1.a* allowed the genes whose expression was affected in the mutant in comparison with the WT parent to be identified (Fig. 3). 

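Of the 208 probes called in the aeroponic root tips, 46 were also called, in the same direction, between the genotypes in soil-grown roots over the 3 time points, where 103 probes were called in all. The probes of *XTH26* (adjusted *p* = 1.4e-09 from limma) and *HvEXPB1* (adjusted *p* = 0.00013 from limma) were called lower in *rhl1.a* there, but *XTH26* at time points 2 and 3 and *HvEXPB1* at time point 2 were not well above background on any *rhl1.a* array, so that no size is given. *RHD4* (−0.29 log2, adjusted *p* = 0.54 from limma), *SHV3* (adjusted *p* = 0.45 from limma) and *COW1* were not called in soil-grown roots, although *COW1* passed the adjusted *p* (0.041 from limma) and missed only the 3-fold threshold.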

A detailed analysis resulted in the identification of the genes whose function was potentially related to sensing and signalling water stress (Table 3). Interestingly, the main category of these genes encoded proteins related to the Rho-like GTPases of plants (ROPs), which serve as signalling switches that control a wide variety of cellular processes, including cell morphogenesis, cell division, and cell differentiation, but that also are involved in ABA signalling. 

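The probe tied to *ROP11* (MLOC_53849) had a level of −3.31 ± 0.23 (SD, n = 4) in the root tips of ‘Karat’ and −4.9 ± 0.34 (SD, n = 4) in *rhl1.a*. The change of −1.59 log2 (SE 0.19, adjusted *p* = 0.0091 from limma) was 3.01-fold, just past the threshold. It was lost with normexp background correction, quantile normalization and spike-in scaling (adjusted *p* from 0.0022 to 0.53 over the alternatives), and without replicate 3 of ‘Karat’ or replicate 3 or 4 of *rhl1.a*, the smallest change with 1 array left out being −1.46 log2. In soil-grown plants the change over the 3 time points was −1.52 log2 in roots (adjusted *p* = 2.2e-06 from limma, under the 3-fold threshold) and it was called lower in *rhl1.a* leaves (adjusted *p* = 0.0051 from limma), on none of which it was well above background.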

The barley gene MLOC_53849, which was down-regulated in the root hair transcriptome of the root-hairless mutant, is an orthologue of the *RHO OF PLANTS 11* (*ROP11*) gene in Arabidopsis. *ROP11* acts in an early step in ABA signalling as a negative regulator by protecting ABI1 phosphatase activity from being inhibited by the ABA receptor RCAR1/PYL9 (Li and Liu, 2012; Li *et al.*, 2012). Two other genes, MLOC_53172 and MLOC_57351, which are also down-regulated in the root hair transcriptome of the *rhl1.a* mutant, are orthologues of the Arabidopsis genes *ROP GUANINE NUCLEOTIDE EXCHANGE FACTOR 2* (*ROPGEF2*) and *ROP GUANINE NUCLEOTIDE EXCHANGE FACTOR 3* (*ROPGEF3*), respectively. These genes encode members of the ROPGEF (guanine nucleotide exchange factor) family, which contains the PRONE domain (plant-specific Rop nucleotide exchanger) that interacts exclusively with members of the ROP subfamily. It was shown that ROPGEF2 interacts strongly with ROP11, and it is postulated that ROPGEF2 might be responsible for the activation of ROP11 in vascular tissue (Li and Liu, 2012). 

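*ROPGEF2* (MLOC_53172) fell from −0.04 ± 0.21 (SD, n = 4) in ‘Karat’ to −2.45 ± 0.22 (SD, n = 4) in *rhl1.a*, a change of −2.41 log2 (SE 0.15, adjusted *p* = 0.00021 from limma). It was not called with spike-in scaling (adjusted *p* from 2.9e-05 to 0.37 over the alternatives). *ROPGEF3* (MLOC_57351) had a level of 0.87 ± 0.26 in ‘Karat’ and was not well above background on any *rhl1.a* array, where it was at least 154-fold lower (adjusted *p* = 9.5e-07 from limma). *ROPGEF3* was called under every alternative and with each array left out, and also in soil-grown roots (adjusted *p* = 1.9e-08 from limma), where it was not well above background on any *rhl1.a* array, whereas *ROPGEF2* was not called there (−0.28 log2, adjusted *p* = 0.26 from limma).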

Interestingly, it was also shown that another member of ROPGEF in Arabidopsis, ROPGEF4, acts as a functional regulator of ROP11 GTPase in the process of ABA-mediated stomatal closure (Li and Liu, 2012).

**Table 3.** Root hair transcriptome genes that have a potential role in drought sensing and signalling

Category	MLOC in *H. vulgare*	Putative orthologue in *A. thaliana*	Function	Reference(s)	Expression in roots in aeroponic conditions	
					‘Karat’	*rhl1.a*
ABA signalling	MLOC_53849	AT5G62880	*RHO OF PLANTS 11* (*ROP11*) is a member of the ROP GTPase gene family. ROP11 is specifically regulated by ROPGEF1 and ROPGEF4 and functions in ABA-mediated stomatal closure. ROP11 acts in an early stage of ABA signalling and is its negative regulator by protecting ABI1 phosphatase activity from inhibition by the ABA receptor RCAR1/PYL9.	Li and Liu (2012); Li *et al.* (2012)	0.756	–0.902
ABA signalling	MLOC_53172	AT1G01700	*ROP* (*RHO OF PLANTS*) *GUANINE NUCLEOTIDE EXCHANGE FACTOR 2* (*ROPGEF2*) encodes a member of the KPP-like gene family (kinase partner protein), as well as being a member of the RopGEF (guanine nucleotide exchange factor) family that contains the novel PRONE domain (plant-specific Rop nucleotide exchanger), which is active exclusively towards members of the Rop subfamily. ROPGEF2 may be responsible for ROP11 activation in vascular tissue.	Li and Liu (2012)	1.269	–1.205
ABA signalling	MLOC_57351	AT4G00460	*ROP* (*RHO OF PLANTS*) *GUANINE NUCLEOTIDE EXCHANGE FACTOR 3* (*ROPGEF3*) encodes a member of the KPP-like gene family (kinase partner protein), as well as being a member of the RopGEF (guanine nucleotide exchange factor) family that contains the novel PRONE domain (plant-specific Rop nucleotide exchanger), which is active exclusively towards members of the Rop subfamily.	-	4.580	–4.523
ABA signalling	MLOC_74876	AT4G24580	*ROP1 ENHANCER 1* (*REN1*) encodes a Rho GTPase activation protein (RhoGAP) that has a PH domain. REN1 is a Rho GTPase-activating protein that interacts with ROP1 (a Rho GTPase) and regulates pollen tube development. REN1 is required for restricting the ROP1 activity to the pollen tube tip, thus controlling growth polarity. Moreover, REN1 was found to be among 200 of the core root epidermal genes that may potentially regulate in the differentiation of root epidermis cells in Arabidopsis.	Bruex *et al.* (2012); Hwang *et al.* (2008)	2.144	–2.373
Calcium signalling	MLOC_54650	AT5G12380	Annexin 8 (ANNAT8) functions in calcium ion binding and calcium-dependent phospholipid binding. Annexins transduce calcium signals into adaptive responses and are activated in cells or tissues that have been exposed to osmotic stress, ABA, or water deficiency.	Kovács *et al*. (1998); Lee *et al.* (2004); Cantero *et al.* (2006)	2.021	–2.006
Calcium signalling	MLOC_58690	AT5G37770	*CALMODULIN-LIKE 24* (*ATCML24*) encodes an EF-hand domain that contains a calcium-binding protein. ATCML24 is a potential Ca^2+^ sensor that may enable responses to ABA, day length, and the presence of various salts. It is suggested that CML24 may act downstream of ABA perception, thus mediating cellular responses to ABA-induced Ca^2+^ fluctuations. CML24 expression is highly responsive to diverse environmental and hormonal stimuli. Moreover, it regulates pollen tube growth by modulating the actin cytoskeleton and controlling the concentration of cytosolic Ca^2+^.	Delk *et al.* (2005)	0.972	–1.145
ROS signalling	MLOC_15632	AT5G14130	Encodes a peroxidase that is involved in the response to oxidative stress; its expression is up-regulated by auxin that is applied externally (indole-3-acetic acid).	Goda *et al.* (2004)	0.921	–0.984
ROS signalling	MLOC_49954	AT5G05340	*PEROXIDASE 52* (*AtPrx52*) contains an ABA response element in its promoter and is up-regulated by ABA treatment but is down-regulated in *rpk1* mutant; it is up-regulated in roots in response to phosphate deprivation.	Osakabe *et al.* (2005); Misson *et al.* (2005)	0.996	–0.948
ROS signalling	JQ649324.1	-	*PEROXIDASE 2* (*PRX2*) encodes a root hair-specific class III peroxidase involved in ROS formation. PRX2 may mediate the root hair initiation process in a ROS- dependent manner.	Kwasniewski *et al.* (2013b)	Strongly down-regulated in *rhl1.a*	
ROS signalling	JQ649323.1	-	*PEROXIDASE 45* (*PRX45*) encodes a root hair-specific class III peroxidase that is involved in ROS formation. PRX45 may mediate the root hair initiation process in a ROS-dependent manner.	Kwasniewski *et al.* (2013b)	Strongly down-regulated in *rhl1.a*	

The strength of expression is indicated by shading (low–high: green–yellow–orange–red).

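*REN1* (MLOC_74876) had a level of −0.37 ± 0.22 (SD, n = 4) in ‘Karat’ root tips and −4.82 ± 0.36 (SD, n = 4) in those of *rhl1.a*, a change of −4.45 log2 (SE 0.2, adjusted *p* = 3.6e-05 from limma) that stayed between −4.62 and −4.33 with each array left out. It was called under every alternative. In soil-grown roots the change was −0.45 log2 (adjusted *p* = 0.19 from limma).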

The fourth ROP-related gene that was found during the differential gene expression analysis of the root hair formation zone in the *rhl1.a* mutant and WT was MLOC_74876, which is an orthologue of *ROP1 ENHANCER 1* (*REN1*) in Arabidopsis, which encodes a Rho GTPase activation protein (RhoGAP) with a PH domain. REN1 interacts with ROP1 and regulates pollen tube tip growth by the total inhibition of Rho GTPase at the cell apex (Hwang *et al.*, 2008). To date, its role in regulating root hair development is not known; however, microarray data analysis has revealed its expression in trichoblasts. Moreover, *REN1* is down-regulated in the roots of the *rhd6* (*root hair defective 6*) mutant in Arabidopsis (Bruex *et al.*, 2012), in a similar manner to its orthologue MLOC_74876 in the *rhl1.a* mutant in barley.

The second category of the putative stress sensing and signalling components of the root hair formation transcriptome in barley constitutes the genes that are involved in calcium signalling. 

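The *ANNAT8* (MLOC_54650) probe fell from −2.41 ± 0.35 (SD, n = 4) to −6.35 ± 0.49 (SD, n = 4) between the root tips of ‘Karat’ and *rhl1.a*, a change of −3.94 log2 (SE 0.27, adjusted *p* = 0.00048 from limma), and was well above background on 2 of the 4 *rhl1.a* arrays. The call was lost with normexp background correction (adjusted *p* from 5.8e-05 to 0.2 over the alternatives).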

The barley gene MLOC_54650, which is down-regulated in the root-hairless mutant, is an orthologue of *ANNEXIN 8* (*ANNAT8*) in Arabidopsis. Plant annexins are calcium-binding proteins that transduce calcium signals into adaptive responses, and that are activated in cells or tissues that are exposed to osmotic stress, ABA, or water deficiency (Kovács *et al.*, 1998; Lee *et al.*, 2004). Interestingly, *ANNAT8* showed the highest transcript abundance among all annexin genes in Arabidopsis under dehydration and NaCl stress (Cantero *et al.*, 2006). Another gene that belongs to the calcium signal transducers that is differentially expressed in the *rhl1.a* mutant under water-deficiency treatment is MLOC_58690, which is an orthologue of *CALMODULIN-LIKE 24* (*ATCML24*) in Arabidopsis. 

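In the aeroponic root tips, whose values Supplementary Table S1 gives for *CML24* (MLOC_58690), its level was −5.63 ± 0.18 (SD, n = 4) in ‘Karat’. It was not well above background on any *rhl1.a* array and was at least 1.69-fold lower there (adjusted *p* = 0.0073 from limma). The call was lost with normexp background correction and spike-in scaling (adjusted *p* from 0.0016 to 0.53 over the alternatives). In soil-grown roots the genotypes were not called different over the 3 time points (adjusted *p* = 0.94 from limma).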

*ATCML24* encodes an EF-domain-containing calcium-binding protein whose expression occurs in all of the major organs, especially in regions that are undergoing growth (Delk *et al.*, 2005). *ATCML24* transcript levels increase in plants that are subjected to stress, including hydrogen peroxide, ABA, and salt treatment. Transgenic Arabidopsis lines that have a reduced level of *CML24* expression are resistant to the ABA-induced inhibition of germination and seedling growth and are also defective in the long-day induction of flowering. Consequently, it is postulated that *ATCML24* encodes a potential Ca^2+^ sensor that may enable the response to ABA, dehydration, and ion stresses (Delk *et al.*, 2005). The relationship between calcium signalling, which is facilitated by EF-domain-containing calcium-binding proteins, and root hair development is well established and also involves an additional layer of putative signalling features of the root hair transcriptome, i.e. ROS.

It is well recognized that the ROS signalling network controls a wide range of biological processes, such as growth, development, and responses to biotic and abiotic stimuli. Recent studies have focused on the role that ROS play as signalling molecules rather than on their potential toxicity (Baxter *et al.*, 2014). In order to utilize ROS as signalling molecules, non-toxic levels of ROS in a cell must be maintained when plants are growing under optimal conditions. Any stimuli or stresses can affect the balance between the anticipated ROS production (co-ordinated by ROS-producing enzymes), the unavoidable creation of ROS that occurs during basic cellular processes, and the metabolic counter-process that involves the ROS-scavenging pathways (Mittler *et al.*, 2004; Baxter *et al.*, 2014). In our previous work, we showed that the co-ordinated production of ROS is required for root hair formation in barley (Kwasniewski *et al.*, 2013b). The root-hairless mutant *rhl1.a* is impaired in the peroxidase-dependent production of the hydroxyl radical (•OH) whose accumulation is necessary for the initiation and growth of root hairs. Based on a detailed analysis of ROS production in various root hair mutants in barley, we proposed a model of two-step, co-ordinated ROS formation in root hair cells that involves the root-hair-specific peroxidase(s) and the root-hair-specific NADPH oxidase, which are necessary for proper root hair formation. We also showed that the *rhl1.a* mutant is affected in the expression of two root-hair-specific peroxidase genes, which could presumably coordinate the production of •OH in the WT plants. In the present work, two other peroxidase genes were found to be down-regulated in the roots of the *rhl1.a* mutant, MLOC_15632 and MLOC_49954, which are putative orthologues of the Arabidopsis genes AT5G14130 and AT5G05340, respectively. 

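In aeroponic root tips the peroxidase gene MLOC_15632 fell from 3.9 ± 0.17 (SD, n = 4) in ‘Karat’ to 2.02 ± 0.42 (SD, n = 4) in *rhl1.a*, a change of −1.88 log2 (SE 0.21, adjusted *p* = 0.0061 from limma). MLOC_49954 fell from 5.16 ± 0.3 to 3.28 ± 0.33, also a change of −1.88 log2 (SE 0.21, adjusted *p* = 0.0057 from limma). All 8 arrays were well above background for both. Both calls were lost with normexp background correction and with spike-in scaling (adjusted *p* from 0.0014 to 0.53 and from 0.0013 to 0.53 over the alternatives). Neither gene was called between the genotypes in soil-grown roots, with −0.08 and −0.15 log2 (adjusted *p* = 0.85 and 0.78 from limma). From the genes of Table 3, whose orthologues act in ROP, calcium and ROS signalling, the paper proposes that genes expressed where root hairs form take part in how the plant senses water stress.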

AT5G14130 encodes a peroxidase that is involved in the response to oxidative stress, and its expression is up-regulated by auxin that is applied externally (indole-3-acetic acid; Goda *et al.*, 2004). AT5G05340 encodes *PEROXIDASE 52* (*AtPrx52*), which contains an ABA response element in its promoter and is up-regulated by ABA treatment but down-regulated in the *Atrpk1* mutant (Osakabe *et al.*, 2005). *RPK1* is involved in the main ABA-mediated signalling pathway and in early ABA perception in Arabidopsis. Interestingly, *AtPrx52* is up-regulated in roots in response to phosphate deprivation (Misson *et al.*, 2005). All of these observations imply that there is an interplay between ABA signalling and ROS production in roots, possibly in response to stress conditions. Analogous complex interconnections between ROS-producing enzymes, ROS level balance, and stress-related signalling have already been shown in studies of the ABA-induced production of ROS in guard cells via the function of RBOHD and RBOHF NADPH oxidases (Zhang *et al.*, 2009).

## Conclusions

- At the onset of water stress, a specific activation of genes regulating processes that are related to water-stress signalling and protection against stress was observed in the roots of WT plants but not in roots of the root-hairless mutant *rhl1.a*.
- On the other hand, at the onset of water stress, the processes of an advanced response to abiotic stimuli, including the response to hydrogen peroxide, heat, and high light intensity, were specifically up-regulated in the leaves of the *rhl1.a* mutant but not in WT plants.
- An extended period of severe stress caused more drastic transcriptome changes in the roots and leaves of the *rhl1.a* mutant than in those of the WT. Likewise, the extended period of water stress caused much stronger damage to PSII in the *rhl1.a* mutant than in its parent cultivar.
- The function of selected root hair development-related genes is potentially related to sensing and signalling of water stress. Taking into account this supposition and the results of transcriptome analysis presented above, we consider that there is a possible role of root hairs as sensors of environmental conditions.

## Supplementary data

Supplementary data are available at *JXB* online.

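The fold changes of Supplementary Table S1 were set against those recomputed from the scanner output. For the 75 genes that 1 probe represents, all 75 folds came within 1% of the published ones. For the 11 genes represented by several probes, 11 published folds lay within 1% of the mean of the fold changes of the probes, but only 7 within 1% of the fold taken from the mean log2 value. The gap was widest for MLOC_65277, where the published fold is 72.25, against 30.31 from the mean log2 value and 72.24 as the mean of the probe folds. Of its 3 probes, singled out after these values were seen, A_13_P302437 rose by 2.4 log2 in *rhl1.a*, and A_13_P262372 and A_13_P138830 were not well above background in ‘Karat’ and were at least 39.9-fold and 6.27-fold higher, so that the size of each of these gene folds rests on the background. The probes were tied to genes through the published values, so that these figures describe how the table was made and are no independent test of it.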

**Supplementary Table S1.** A list of 66 down-regulated and 20 up-regulated genes in the roots of the *rhl1.a* mutant in comparison with the WT parent cultivar ‘Karat’ (FC≥3; *P*≤0.05; FDR).

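Supplementary Table S2 lists, for each organ, genotype, stage and direction, the Gene Ontology terms over-represented among the genes called in 1 genotype alone, with the genes behind each term. The copy used here lacks 20 of its sheets, so that no overlap or enrichment was tested on it.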

**Supplementary Table S2.** Gene Ontology categories (Biological Processes) over-represented in ‘Karat’- or *rhl1.a*-specific subsets of genes, up- or down-regulated during subsequent stages of the experiment in comparison with control conditions in roots or leaves of both genotypes (corrected *P*<0.01) and lists of genes represented by analysed Gene Ontologies.

**Supplementary Fig. S1.** Results of the gene expression analysis in the roots of the root-hairless mutant *rhl1.a* vs the WT cv. ‘Karat’ variety that was performed using gene-specific RT-qPCR and genome-wide Agilent Barley Gene Expression Arrays.

Supplementary Data

# Supplementary material for: Transcriptome analysis reveals the role of the root hairs as environmental sensors to maintain plant functions under water-deficiency conditions
**Source:** J Exp Bot. 2015 Nov 19;67(4):1079–94. doi: 10.1093/jxb/erv498
**Supplement:** Supplementary Data

Transcriptome analysis reveals the role of the root hairs as environmental sensors to maintain plant functions under water-deficiency conditions — Transcriptome analysis reveals the role of the root hairs as environmental sensors to maintain plant functions under water-deficiency conditions — Transcriptome analysis reveals the role of the root hairs as environmental sensors to maintain plant functions under water-deficiency conditions — Supplementary Data 

# Transcriptome analysis reveals the role of the root hairs as environmental sensors to maintain plant functions under water-deficiency conditions

## Supplementary Data

Data files

- Supplementary\_Fig.\_S1.pdf - Supplementary Data
- Supplementary\_table\_S1.xlsx - Supplementary Data
- Supplementary\_Table\_S2.xlsx - Supplementary Data

# Supplementary material for: Transcriptome analysis reveals the role of the root hairs as environmental sensors to maintain plant functions under water-deficiency conditions
**Source:** J Exp Bot. 2015 Nov 19;67(4):1079–94. doi: 10.1093/jxb/erv498
**Supplement:** Supplementary Data

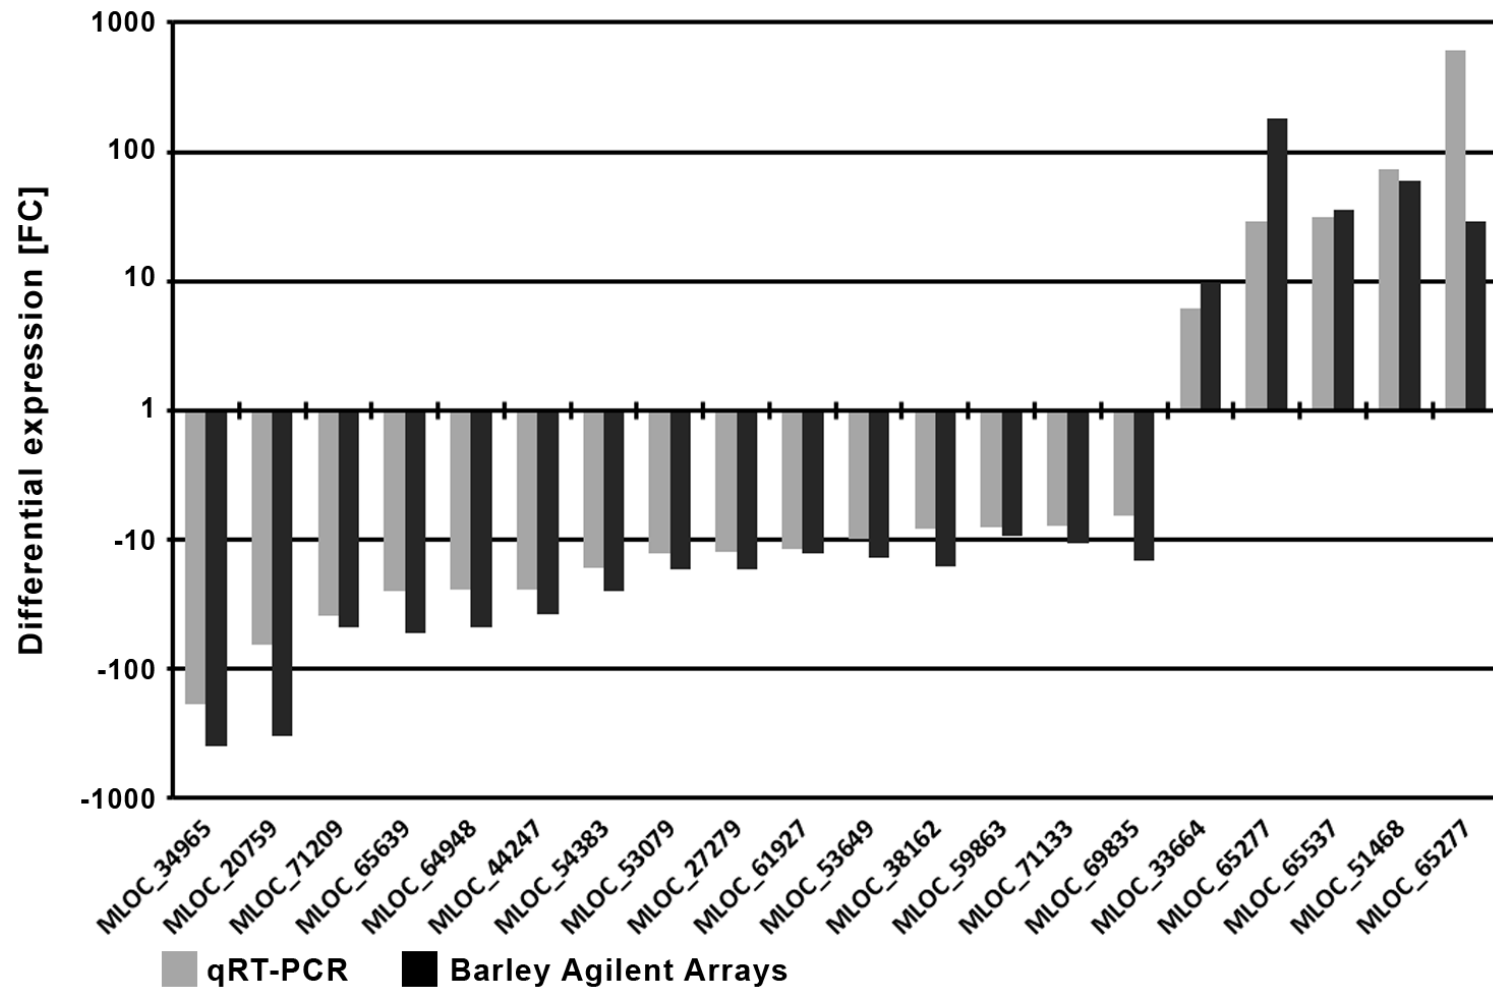

**Supplementary Figure S1.** Results of the gene expression analysis in the roots of the root hairless mutant *rhll.a* vs the WT cv. 'Karat' variety that was performed using gene-specific qRT-PCR and genome-wide Agilent Barley Gene Expression Arrays.

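RT-qPCR measures the transcript of a chosen gene by amplification with gene-specific primers and so does not depend on the hybridization, scaling and background correction of the arrays. The RT-qPCR values themselves were not analysed here.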

How the deposited data were processed for this re-analysis (not part of the article)

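RNA from barley was measured on 44 one-colour Agilent arrays of a single design. Of these, 8 carried 1-cm root tips of aeroponically grown seedlings of the WT ‘Karat’ and of the root-hairless mutant *rhl1.a*, with 4 arrays for each genotype. The other 36 carried roots and leaves of soil-grown plants of both genotypes at 3 time points of the water-stress experiment, with 3 arrays for each organ, genotype and time point. The conditions were taken from the sample titles and descriptions of the deposit and from the methods.

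The authors deposited for each array the output of Feature Extraction 10.7.3.1. Its processed signal is an intensity on a linear scale, processed for each array by itself and not normalized between arrays. The output also holds the mean signal and the median local background of each spot as intensities, and whether a spot is well above background. The authors also deposited a table of log2 values, shifted to the 75th percentile of each array and set to the median of the samples. The log2 values recomputed from the processed signal differed from that table by a median of 0.0014 in root tips, 0.0012 in roots and 0.0016 in leaves. Of the 45220 spots of an array, 43803 were not controls. They measured 43603 probes. The lowest processed signal was 1.44, so that no value had to be set aside before taking logarithms, and no spot was saturated. Outlier marks of Feature Extraction were on 806 spots over all arrays, and these spots were left out. They were unevenly spread. At time point 3 the *rhl1.a* arrays carried 32 to 82 in leaves and 36 to 108 in roots. The ‘Karat’ arrays of that time point carried 5 to 15 and 9 to 20. Spot quality and genotype therefore go together at severe stress, although the marked spots are few among the 43803. A probe was the mean of its remaining spots, and a probe without a value in a group was not tested there.

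For the main values, the log2 processed signal was reduced by the 75th percentile of the array. The root tips were fitted with limma as 8 arrays in 2 groups, and the roots and leaves in soil as 18 arrays in 6 groups each, with empirical Bayes moderation and Benjamini–Hochberg adjustment within each comparison. A probe was called at an adjusted *p* of at most 0.05 and a fold change of at least 3, the thresholds of the paper. The comparisons were *rhl1.a* with ‘Karat’ in root tips, time points 2 and 3 with time point 1 in each genotype and organ, the interaction of genotype and time, and *rhl1.a* with ‘Karat’ in soil over the 3 time points. The paper restricted its counts to high-confidence genes. The counts given here are of probes, since the files do not pair probes with those genes. The number of arrays in a group limits the precision of every value.

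The genes and probes named in the text were set by a rule. It takes in every gene of Table 2 and Table 3, the root hair genes of Supplementary Table S1 and the other genes named in the text, where a probe could be tied to them. It further takes in, for each comparison, the 2 called probes with the largest rise and the 2 with the largest fall among those whose groups did not overlap. A probe was tied to a gene when its values matched those printed for the gene in Supplementary Table S1 or Supplementary Table S2 within 0.01 in every value and no other probe did so. This left out genes that the paper represents by several probes. A tie through the mean of 2 or 3 probes, within 0.0001, was added after the data had been seen. In all, the 86 genes of Supplementary Table S1 were tied to 99 probes, and the 10 genes of Table 2 were tied as well. No accession of the files matched the reference table of genes, and 911 probes carry a gene symbol of their own in the files, whereas 18961 are described as unknown. The text names 68 probes, with 154 results.

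The conditions, the rule for named genes and the alternatives were set before the data were examined, apart from the additions named as such. The alternatives were normexp background correction (offset 50), fitted to all spots of an array, quantile normalization, scaling on 6 of the 10 spike-in probes, the deposited normalized values, leaving out dim probes, fitting only the groups compared, the methods’ t-test, the model without moderation, the slide as a random block, the replicate number as a block, a fold change of at least 2, camera in place of fry with a preset correlation of 0.01, and leaving out each array in turn. The scan day as a random block was added after the data had been seen. The consensus correlation of the slide block was 0.213 in roots and 0.091 in leaves, and that of the scan day block 0.002 and −0.064. Other splits of the arrays were counted over all 35 splits of the root tip arrays, all 10 splits of each pair of time points in a genotype, and 100 draws of the genotype labels within each time point, the real labels included (seed 20151119).

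The tests were tested on simulated data with 200 changed probes. Of these, 74.5% were recovered in root tips at a 4-fold change and 93% at an 8-fold change. In roots the shares were 69 and 85.5% for the change in ‘Karat’ at the onset, and 45.5 and 72.5% for the interaction. In leaves they were 73 and 89.5%, and 53 and 75%. Between 0 and 10 unchanged probes were called in these tests.

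The RT-qPCR values, the Gene Ontology enrichment and the physiological measurements were not analysed here. Supplementary Table S2 was available only in part and was used for ties alone. The computations were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.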

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

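Tests chosen only after the result was seen are those of the overlap with soil roots against a slide effect, of dim probes, of the scaling and of the scan batch for the falls in leaves, of a slide batch for the spike-in signal, of the brightness of the array in root tips, and the draws at the compared time points alone. These last draws exchange genotype labels only at the time points compared and count each split of those 12 arrays once, since the draws at all 3 time points can leave the compared groups as they are. All other tests in this part were set down before their results were seen.

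In the root tips of *rhl1.a*, replicate 3 lay apart from the other 3 arrays in 2 of the 30 groups tested. Chance alone sets about 1 in 20 such groups apart. Its 75th percentile was 2628, above the other arrays of the group. Relative to the spike-in probes, its 75th percentile was −0.96 log2, within the −2.33 to −0.7 log2 of the other 3, so that brightness of the whole array from labelling, washing or scanning may account for it. The *HvEXPB1* probe A_13_P612302 had a level of −7.52 log2 on this array, below the other 3. Before scaling it was 3.84 log2, against 3.99 to 4.02 on the others, a gap of −0.15 log2. The scaling on the brightest array could account for part of the gap but leaves this rest, at a signal not above background. No biological explanation was tested for a single replicate.

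At the onset, the interaction of genotype and time in roots was called for 2 probes, A_13_P076171 (1.79 log2) and A_13_P070806 (−2.76 log2), both with an adjusted *p* of 0.049 from limma. A_13_P070806 was well above background on 1 *rhl1.a* array of time point 1 and on no other root array of these time points, so that its value is not a measured change. Neither was called with spike-in scaling, with only the compared groups in the fit or with the slide as a random block, nor without replicate 1 of *rhl1.a* at time point 1 or replicate 1 of ‘Karat’ at time point 2, where limma called 0 probes, against 1040 and 1162 at an unadjusted *p* of at most 0.05. In 19 of 100 draws of the genotype labels as many probes were called, and in 24 of 100 at the compared time points alone, so that chance cannot be excluded. The draws with the most calls, 183 to 199, exchanged all labels at time point 1 or at time point 2 but not at both. This also follows the slides, but it turns the interaction into a sum of genotype differences, so that these draws do not test the slides. With the slide as a random block limma called 0 probes, against 629 at an unadjusted *p* of at most 0.05. Other settings called more probes for this interaction. There were 197 with normexp background correction, 26 with dim probes left out, 18 after quantile normalization and 8 with the replicate block. Without replicate 3 of ‘Karat’ at time point 1 there were 25. The difference in the number of probes called, 2.07 times as many in ‘Karat’ as in *rhl1.a*, was reached in 35 of 100 draws, and in 41 of 100 at the compared time points alone, and chance cannot be excluded for it either. In ‘Karat’ the arrays of time points 1 and 2 were scanned on different days. The scan day difference among *rhl1.a* leaf arrays of time point 1 had a Pearson *r* of −0.089 with the extra ‘Karat’ response, across 19172 probes, which are not independent replicates. Only 1 array stood for the later day, so the scan day stays open. A smaller change of the same probes in *rhl1.a* may account for the difference as well, since 87.4% of the probes called in ‘Karat’ alone changed in the same direction in *rhl1.a*, and this stays open too, as does the genotype.

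At severe stress, the interaction in roots was called for 85 probes, and chance is excluded by the draws of the genotype labels (1 of 100, and 3 of 100 at the compared time points alone). A_13_P071986 (7.87 log2, SE 0.52, adjusted *p* = 2.4e-05 from limma) and A_13_P512794 (7.02 log2, SE 0.52, adjusted *p* = 5.2e-05 from limma) were called under every alternative and with each array left out. Both were not well above background on any *rhl1.a* root array nor on any ‘Karat’ root array of time point 3, so that the direction rests on the fall in ‘Karat’ and the size is not measured. A_13_P123665 was not well above background in *rhl1.a* at time point 3 either. A_13_P123665 (−4.61 log2, adjusted *p* = 0.039 from limma, 0.00062 to 0.17 over the alternatives) and A_13_P011611 (−4.36 log2, adjusted *p* = 0.026 from limma, 4e-04 to 0.13 over the alternatives) were not called with the compared groups alone, with the slide or the replicate as a block, or without replicate 2 of ‘Karat’ at time point 1, and A_13_P123665 also not with normexp background correction. With each array left out, the changes lay between −5.25 and −4.09 log2 and between −4.75 and −3.84 log2. The number of root probes was 36 without replicate 2 of ‘Karat’ at time point 1, 431 without replicate 3 of *rhl1.a* at time point 3 and 18 with the slide as a random block. The ratio of the numbers called in the genotypes was reached in 13 of 100 draws in roots, and in 17 of 100 at the compared time points alone, and chance cannot be excluded for it. A_13_P071986 was at least 2150-fold lower in *rhl1.a* in root tips as well.

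In leaves at the onset, the interaction was called for 5 probes, among them A_13_P087221 (10.36 log2, SE 1.44, adjusted *p* = 0.039 from limma, 0.015 to 1 over the alternatives), A_13_P338507 (4.78 log2, SE 0.55, adjusted *p* = 0.011 from limma, 0.0036 to 1 over the alternatives) and A_13_P498669 (−4.27 log2, SE 0.54, adjusted *p* = 0.024 from limma, 0.0081 to 1 over the alternatives). As many were called in 4 of 100 draws, but in 13 of 100 at the compared time points alone, so that chance cannot be excluded. A_13_P087221 and A_13_P498669 were not called with normexp background correction, spike-in scaling, the compared groups alone, the model without moderation, or the slide or replicate as a block, nor without replicate 1 of *rhl1.a* at time point 2, where 2 probes were called. A_13_P338507 was not called with normexp background correction or with the compared groups alone. Among time points 1 and 2, A_13_P338507 was well above background in *rhl1.a* at time point 2 alone, and A_13_P498669 in ‘Karat’ at time point 2 alone, so that the sizes of these are not measured. The ratio of the numbers called was reached in 93 of 100 draws (91 of 100 at the compared time points alone), and the genotype difference of the heat shock and ribosomal protein probes in 31 and 49, so that chance cannot be excluded for these.

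In leaves at severe stress the interaction was called for 1828 probes. A_13_P498669 (−9.6 log2) and A_13_P098340 (−6.87 log2) were called under every alternative and with each array left out, whereas A_13_P087221 (6.78 log2) and A_13_P162245 (6.3 log2) were lost with normexp background correction. In leaves A_13_P162245 was not well above background in ‘Karat’, nor A_13_P498669 in *rhl1.a*, nor A_13_P098340 in *rhl1.a* at time point 1, so that the sizes of these are not measured. Chance is excluded for the number of probes by the draws (2 of 100, and 2 of 100 at the compared time points alone). The other draw as large at all 3 time points, with 1975 probes, exchanged all labels of time point 3 and none of time point 1. This also follows the slides and, at time point 3, the scan days, but it turns the interaction into a sum of genotype differences, so that it tests neither. With the slide as a random block 1476 probes were called. The ratio of the numbers called was reached in 5 of 100 draws, but 2 of these besides the real one left the groups of time points 1 and 3 as they were or exchanged them whole, which fixes the outcome. At the compared time points alone it was reached in 3 of 100 draws, by which chance is excluded.

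More of these 1828 probes were lower than higher in *rhl1.a*. The scaling on the 75th percentile may account for this, since after quantile normalization 44.5% of the calls were lower. With dim probes left out 52.7% were lower, and the excess of lower over higher calls went from 558 to 82, which leaves open whether dim probes account for it. The genotypes shared 0 scan days among the leaf arrays of time point 3, so that scan batch and genotype cannot be told apart there. The *rhl1.a* leaf arrays of that time point also carried more outlier marks than the ‘Karat’ ones. The spike-in signal gave a further difference between the genotypes at severe stress, where the 75th percentile relative to the spike-in probes was lower in *rhl1.a* by a change of −1.96 log2 in roots and −2.42 log2 in leaves. Each slide held a single genotype and time point within an organ, so that a slide batch, a different amount of RNA and the response of the genotype cannot be told apart. The difference between the genotypes under stress stays open as a biological explanation.

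The paper’s lists for soil are of changes within each genotype, and it also names *CML24* as differentially expressed in *rhl1.a* under water deficiency. Over the 3 time points, 103 probes were called between *rhl1.a* and ‘Karat’ in roots and 113 in leaves, and chance is excluded for both by the draws (1 of 100 each). Of the 208 probes called in root tips, 46 were also called in soil roots and 27 in soil leaves, in the same direction, against at most 7 and 13 in the other draws, and chance is excluded for both overlaps (1 of 100 each). A slide effect in the root tips, where each genotype lay on its own slide, is argued against as the cause of the 46 by the overlap itself. Of the 162 other root tip calls, 119 (73.5%) changed in the same direction in soil roots, as many as in 2 of 100 draws, which argues against a slide effect as the whole cause, while single probes stay open. Of the 27 calls shared with leaves, 24 were also called in soil roots, against 22 of the 181 others (two-sided Fisher exact test, *p* = 9.2e-16, odds ratio 55.8). The test takes probes as independent, although all 3 probes of MLOC_65277 are among the 24, and its *p* measures no spread between plants or lines. Calls shared with leaves may reflect a genotype difference outside the root hairs, since leaves carry none. Among the 24, 11 were lower and 13 higher in *rhl1.a*, and in 8 the lower genotype was not well above background on any array. A probe mismatch or a deletion in 1 line could account for some of them and stays open.

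The number of root tip calls was reached in 1 of 35 splits of the arrays, the real one, and chance is excluded. For the changes within a genotype, 3 arrays against 3 allow 10 splits, of which the real one (1 of 10) gave the most calls for each genotype, organ and stage. A share under 0.1 cannot be had in that design, so that chance cannot be excluded in this way. The largest number among their other splits was 37.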

How the results depend on the processing

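The scan day as a random block is the only alternative here that was chosen after the data were seen. The cause of a change was not tested, except where the alternative itself makes it, as with the lower fold threshold, the smaller number of probes tested and the smaller number of arrays in the fit. A count is said to have moved when it was more than 1.5 times away from its main value.

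With the deposited normalized values, all 27 results, 154 results of named probes and 50 other counts kept their direction and side of the threshold, or stayed within 1.5 times. Of the 154 named results, 97 were called. Among these, 26 were lost with normexp background correction, 1 after quantile normalization and 19 with spike-in scaling. Of the named results that an alternative could be run for, 19 were lost with only the compared groups in the fit, 16 with the methods’ t-test, 3 in the model without moderation and 12 with the slide as a random block, and 7 with the replicate block. Of the 57 not called, 3, 2 and 8 were called with normexp, quantile and spike-in, 5 with dim probes left out, 3 with the replicate block and 2 at 2-fold. No called value changed its direction.

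The offset of 50 that comes with normexp shrinks the folds of dim probes by itself, and was not tested apart from the correction. With normexp background correction, 55 probes were called in root tips. In roots the counts were 169 in *rhl1.a* at the onset, 197 for the interaction at the onset, 5263 and 5532 at severe stress in ‘Karat’ and *rhl1.a*, 42 for the interaction at severe stress, 6642 over all comparisons and 52 between the genotypes. In leaves they were 952 and 1030 at the onset, 5477 and 8544 at severe stress, 223 for the interaction at severe stress, 9263 over all comparisons and 27 between the genotypes. For the interaction in leaves at the onset limma called 0, against 73 at an unadjusted *p* of at most 0.05. The overlaps of the root tip calls were 12 with soil roots and 5 with soil leaves. In leaves at the onset the median interaction of the ribosomal protein probes was 0.012 log2.

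Quantile normalization gave 18 and 153 probes for the interaction in roots at the onset and at severe stress, and 13844 in *rhl1.a* leaves at severe stress. With dim probes left out, these interactions had 26 and 248 probes, and the leaf counts were 2838 in ‘Karat’ and 2721 in *rhl1.a* at the onset, a reversed ratio of 1.04, 12503 in *rhl1.a* at severe stress and 14893 over all comparisons. The heat shock probes turned from −0.14 to 0.0022 log2.

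Spike-in scaling gave 331 probes in root tips. In roots it gave 172 in *rhl1.a* at the onset and a ratio of 3.92, 6 for the interaction at the onset, 16278 in *rhl1.a* at severe stress, 32520 for the interaction there, 22722 over all comparisons and 497 between the genotypes. In leaves the ratio at the onset was 1.09 and that at severe stress 1.87, both reversed, with 2 for the interaction at the onset, 33320 in ‘Karat’ at severe stress, 38421 for the interaction there, 39500 over all comparisons and 939 between the genotypes. The genotypes paired in the clustering at 2 of 3 time points in each organ. Of the 331 root tip calls 122 were among the 208.

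With only the compared groups in the fit, 90 probes were called in ‘Karat’ roots and 102 in *rhl1.a* roots at the onset, a reversed ratio of 0.882, and 22 for the interaction at severe stress. The ratio in leaves at the onset was 1.08, also reversed. For the interaction at the onset limma called 0 probes in either organ, against 901 in roots and 564 in leaves at an unadjusted *p* of at most 0.05. This alternative gives no value for the genotype difference over the 3 time points and its overlaps. The methods’ t-test called 0 probes in roots at the onset in ‘Karat’ and 0 in *rhl1.a*, against 798 and 659 unadjusted, where limma called 725 and 350. It called 2810 in *rhl1.a* leaves at the onset, a reversed ratio of 1.27, and 42 and 24 between the genotypes in roots and leaves, with overlaps of 25 and 14.

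The model without moderation gave 2 probes for the interaction in leaves at the onset. With the slide as a random block, 53 probes were called in *rhl1.a* roots at the onset, all of them among the 350, with a ratio of 9.62. The interactions had 18 probes in roots at severe stress and 2 in leaves at the onset, and in roots at the onset limma called 0, against 629 unadjusted. With the scan day as a random block the ratio in leaves at the onset was reversed, at 1.0037. Replicates of the same number in different groups had a median Pearson *r* across probes of 0.01 in roots, 0.03 in leaves and 0.14 in root tips, so that the numbers do not pair the samples. With the replicate block the interaction at the onset had 8 probes in roots and 3 in leaves.

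At a fold change of at least 2, 348 probes were called in root tips. In roots there were 1366 and 613 at the onset, 14043 and 14489 at severe stress, 138 for the interaction at severe stress, 17909 over all comparisons and 221 between the genotypes. In leaves there were 9845 and 11174 at the onset, 21464 in ‘Karat’ at severe stress, 3539 for the interaction there and 416 between the genotypes. With camera the ribosomal protein probes, at 0.26 log2, passed the threshold that they did not pass with fry.

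With each array left out, the counts in root tips lay between 165 and 276. In roots they lay between 438 and 813 in ‘Karat’ and 133 and 331 in *rhl1.a* at the onset (with all arrays 350), 7968 and 8738 in ‘Karat’ and 9008 and 9720 in *rhl1.a* at severe stress, 0 and 25 for the interaction at the onset (1040 and 1162 at an unadjusted *p* of at most 0.05 in the pair of fits where limma called 0), 36 and 431 for that at severe stress, 10810 and 11532 over all comparisons, and 89 and 110 between the genotypes. The root ratios lay between 1.19 and 5.20 and between 0.852 and 0.944. In leaves the counts lay between 4077 and 4924 and 3491 and 5862 at the onset, 12769 and 13854 and 19289 and 24426 at severe stress, 2 and 75 and 1303 and 2586 for the interactions, 22733 and 27743 over all comparisons, and 101 and 139 between the genotypes. The leaf ratios lay between 0.788 and 1.32, reversed in 3 of 12, and between 0.544 and 0.689. The overlaps lay between 45 and 49 and between 24 and 29. The heat shock median lay between −0.24 and −0.03 log2, and the ribosomal protein median between 0.20 and 0.33 log2, where it passed the threshold without replicate 3 of ‘Karat’ leaves at time point 2.

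Signal over background limits the values as well. Between 53.0 and 66.4% of the probes were well above background on an array, and for a probe that was not, only a bound of the change is known.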

Differences from the paper's values

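The paper counts high-confidence genes, and the counts here are of probes, so the counts are also given as shares of the high-confidence genes of the paper and of the 43603 probes tested. The alternatives named in this part were set before the data were examined. Any such alternative not named beside a count left the count more than 1.5 times away from the paper’s. These matches set a number of probes against a number of genes, so they do not show that an alternative comes closer to the paper. In leaves at severe stress, normexp background correction gave shares of 12.6% in ‘Karat’ and 19.6% in *rhl1.a*. The main shares there were 30.5% and 48.6%, and the paper’s 43.3% and 57.2%, so that normexp lay further away. As shares, the values here are within 1.5 times of the paper’s for leaves over both stages, for each genotype in leaves at the onset and at severe stress, for the changes in *rhl1.a* leaves alone and in ‘Karat’ roots alone at severe stress, and for the falls in *rhl1.a* leaves alone. The other shares below are more than 1.5 times away.

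In roots over both stages, the paper’s count is 4706 genes (41.5% of its genes) and the count here 11090 probes (25.4%), with normexp background correction (6642) coming within 1.5 times of the paper’s. In leaves over both stages, the paper’s count is 7434 genes (65.6%) and the count here 24363 probes (55.9%), with normexp background correction (9263) within that range.

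At the onset in roots, the paper’s count in ‘Karat’ is 395 genes (3.48%) and the count here 725 probes (1.66%). Normexp background correction (504), the slide as a random block (510) and leaving out replicate 2 of time point 1 (486) or replicate 3 of time point 2 (438) of ‘Karat’ come within 1.5 times. In *rhl1.a* the paper’s count is 229 genes (2.02%) and the count here 350 probes (0.803%). Normexp background correction (169), quantile normalization (325), spike-in scaling (172), the model without moderation (288), the replicate block (322) and leaving out replicates 1, 2 and 3 of time point 1 (268, 253 and 331) or replicates 2 and 3 of time point 2 (241 and 280) of *rhl1.a* come within that range. In leaves at the onset, the paper’s counts are 1508 genes (13.3%) in ‘Karat’ and 1600 genes (14.1%) in *rhl1.a*, and those here 4619 probes (10.6%) and 4785 probes (11%). No alternative brings either count within 1.5 times, while both shares are within it.

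At severe stress in roots, the paper’s count in ‘Karat’ is 3383 genes (29.8%) and the count here 8294 probes (19%), with no alternative within 1.5 times. In *rhl1.a* the paper’s count is 3991 genes (35.2%) and the count here 9265 probes (21.2%), with normexp background correction (5532) within that range. In leaves, the paper’s count in ‘Karat’ is 4913 genes (43.3%) and the count here 13293 probes (30.5%), with normexp background correction (5477) within 1.5 times. In *rhl1.a* the paper’s count is 6482 genes (57.2%) and the count here 21182 probes (48.6%), with normexp background correction (8544) within that range.

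Among the changes in 1 genotype alone at the onset, the paper’s count of genes up in ‘Karat’ roots is 106 (0.935%) and the count here 220 probes (0.505%), with spike-in scaling (83) and without replicate 2 of time point 1 (116) or replicate 3 of time point 2 (135) of ‘Karat’ within 1.5 times. For *rhl1.a* roots the paper’s count is 53 (0.467%) and the count here 86 probes (0.197%). Normexp background correction (40), spike-in scaling (58), the compared groups alone (51), the model without moderation (74), the replicate block (79), and leaving out replicate 1 or 2 of *rhl1.a* at time point 1 (52 and 57), replicate 2 of ‘Karat’ at time point 2 (71) or replicate 2 or 3 of *rhl1.a* at time point 2 (74 and 76) come within that range. For *rhl1.a* leaves the paper’s count is 272 (2.4%) and the count here 544 probes (1.25%), with normexp background correction (201) and the methods’ t-test (376) within 1.5 times.

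At severe stress, the paper’s count of genes changed in *rhl1.a* roots alone is about 1200 (10.6%) and the count here 2543 probes (5.83%), with normexp background correction (1276) within 1.5 times, and for ‘Karat’ roots alone the paper’s count is about 600 (5.29%) and the count here 1572 probes (3.61%), with no alternative in that range. In leaves, the paper’s count for *rhl1.a* alone is more than 2300 (20.3%) and the count here 9760 probes (22.4%), with only dim probes left out (3245) in that range, and for ‘Karat’ alone the paper’s count is about 750 (6.61%) and the count here 1871 probes (4.29%), with no alternative in that range. The paper’s count of genes down in *rhl1.a* leaves alone is 1569 (13.8%) and the count here 8013 probes (18.4%), with normexp background correction (1911), quantile normalization (1660) and dim probes left out (1462) within 1.5 times.

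The paper states that all 5 of its cell wall genes were up-regulated in WT roots at the onset. Of these, *COBL4* was not called here, with 1.96 and 1.81 log2 for its probes. It was called with normexp background correction, with dim probes left out, with the replicate block and without replicate 2 of ‘Karat’ at time point 2, and A_13_P230194 also after quantile normalization. The paper states that *CP12-1* and *PRK* were up-regulated at the onset in *rhl1.a* roots. Neither was called here. Both *CP12-1* probes were called with dim probes left out and A_13_P242650 also with normexp background correction, and *PRK* without replicate 2 of *rhl1.a* at time point 2. The paper states that all of the cell wall genes were drastically down-regulated at severe stress. *KOR1* was not called in either genotype (−0.82 and −0.96 log2), nor *CESA4* in *rhl1.a* (−1.07 and −1.17 log2). Spike-in scaling called these in *rhl1.a*, and a fold change of at least 2 called the *CESA4* probe A_13_P385722 there. The paper states that *NCED*, cell wall and *FT* genes responded in WT roots and not in *rhl1.a* roots at the onset. No interaction of these genes at the onset was called here, under any alternative or with any array left out. The fitted interactions of the *NCED* and cell wall probes were under the 3-fold threshold, so that none could be called in the main fit at any *p*. With normexp background correction *FT* passed the adjusted *p* and missed only the fold threshold. In simulated root data 45.5% of 4-fold interactions were recovered, so that the lack of calls does not show equal responses.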

Other observations

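The 3 probes of MLOC_65277, which were higher in *rhl1.a* root tips, were also higher in *rhl1.a* in soil-grown plants, with 3.19 log2 in roots and 2.7 log2 in leaves for A_13_P302437, which was well above background on every array. A_13_P262372 was well above background on only 2 of the ‘Karat’ arrays and A_13_P138830 on none, so that no size is given for them. A_13_P138830 and A_13_P302437 were chosen after their values were seen. A_13_P521689, described as unknown and well above background on every array, was higher by 9.04 log2 in soil-grown roots and 9.21 log2 in leaves. These are averages over the 3 time points from limma, and all were called.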
